# Role of cytoplasmic localization of maspin in promoting cell invasion in breast cancer with aggressive phenotype

**DOI:** 10.1038/s41598-021-90887-z

**Published:** 2021-05-31

**Authors:** Tomohiko Sakabe, Makoto Wakahara, Goshi Shiota, Yoshihisa Umekita

**Keywords:** Epithelial-mesenchymal transition, Breast cancer

## Abstract

Mammary serine protease inhibitor (maspin) is a tumor suppressor gene that is downregulated during carcinogenesis and breast cancer progression. While the nuclear localization of maspin is essential for tumor suppression, we previously reported that the cytoplasmic localization of maspin was significantly correlated with poor prognosis in breast cancer patients. To understand the mechanisms that underlie oncogenic role of cytoplasmic maspin, we studied its biological function in breast cancer cell lines. Subcellular localization of maspin in MDA-MB-231 breast cancer cells was mainly detected in the cytoplasm, whereas in MCF10A mammary epithelial cells, maspin was present in both cytoplasm and nucleus. In MDA-MB-231 cells, maspin overexpression promoted cell proliferation and cell invasion, whereas maspin downregulation resulted in the opposite effect. Further, we observed that SRGN protein levels were increased in MDA-MB-231 cells stably overexpressing maspin. Finally, maspin overexpression in MDA-MB-231 cells resulted in the N-cadherin and epithelial mesenchymal transition (EMT)-related transcription factors upregulation, and TGFβ signaling pathway activation. These results suggested that cytoplasmic maspin enhances the invasive and metastatic potential in breast cancer cells with aggressive phenotype by inducing EMT via SRGN/TGFβ axis. This study demonstrated a novel biological function of cytoplasmic maspin in progression of breast cancer cells with an aggressive phenotype.

## Introduction

Breast cancer is the most common incident cancer in women and the leading cause of cancer death worldwide^1^. Additionally, breast cancer usually exhibits high heterogeneity at the molecular level and a differential therapeutic response in accordance with their distinct molecular profiles. According to the current classification for breast cancer subtypes proposed at St. Gallen Conferences, breast cancer is classified into the following four subtypes: (1) triple-negative, which is defined as estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2)-negative; (2) HER2-enriched, which is defined as HER2-positive; (3) luminal A-like, which is defined as ER-positive and/or PR-positive, HER2-negative, low Ki67 labeling index; and (4) luminal B-like, which is defined as ER-positive and/or PR-positive, HER2-negative, and high Ki67 labeling index^2^. In particular, triple-negative breast cancer (TNBC) subtype exhibits an aggressive phenotype that is characterized by rapid tumor growth, easy metastasis, early recurrence, lack of effective targeted therapies, and poor prognosis^3,4^. Therefore, increasing attention has been focused on the mechanisms that allow breast cancer cells to acquire their malignant and aggressive phenotype.

Human mammary serine protease inhibitor (maspin), which is located at chromosome 18q21.3 and encoded by the SERPINB5 gene, was originally identified in human normal mammary epithelial cells^5–8^. Although maspin is structurally an unusual member of the serine protease inhibitor (serpin) superfamily, no proteases have been found to be inhibited by maspin through a canonical serpin mechanism. Since its expression was reportedly reduced or absent during carcinogenesis and progression of ductal carcinoma, maspin has been considered a tumor suppressor that induced tumor cell apoptosis^9^, suppression of cellular motility^10,11^, and regulation of drug sensitivity^12,13^. Thus, there are many studies focusing on the clinicopathological features and prognostic influence of maspin expression in various types of cancer, such as breast, lung, prostate, and pancreatic cancer; however, it remains controversial whether maspin expression is an unfavorable or favorable indicator in patients with several types of cancer^14^. We reported that cytoplasmic expression of maspin is an important indicator of unfavorable prognosis in patients with breast and lung cancer^15–17^. Similarly, other groups also described that cytoplasmic localization of maspin is closely associated with poor prognosis in patients with non-small cell lung cancer and laryngeal carcinoma^18,19^. In addition, Goulet et al*.* reported that nuclear localization of maspin is indispensable to its tumor suppressive function^20^. Based on these findings, we hypothesized that maspin has different functions in carcinogenesis and tumor progression, which depend on its subcellular localization, and that cytoplasmic maspin might positively contribute to the acquisition of malignant and aggressive phenotype in cancer cells. To our knowledge, no studies have examined the oncogenic role of maspin in breast cancer cells, therefore; we investigated the biological function of cytoplasmic maspin in breast cancer cells.

## Results

### Subcellular localization of maspin in normal and breast cancer cell lines

In our previous papers, we reported that cytoplasmic localization of maspin was related to the poor prognosis in breast cancer patients^21^. To elucidate the molecular mechanism underlying its role in breast cancer progression, we first investigated maspin expression in a non-tumorigenic human mammary epithelial cell line (MCF10A), a luminal breast cancer cell line (MCF-7), and two TNBC cell lines (MDA-MB-453, MDA-MB-231). In MCF10A cells, maspin was abundantly expressed at both the mRNA and protein levels (Fig. 1A,B). In three breast cancer cell lines, maspin mRNA and protein expression were narrowly detected (Fig. 1C,D). Since maspin in MDA-MB-453 cells exhibited a slightly lower expression level as compared with other cell lines, MCF10A, MCF-7, and MBA-MB-231 cell lines were used for the subsequent analysis. Next, immunofluorescence with the different antibodies of the two clones was performed in order to determine the subcellular localization of maspin. Maspin protein was localized to both nucleus and cytoplasm (pan-cellular) in MCF10A cells, whereas maspin protein signal was mostly detected in the cytoplasm of MCF-7 and MDA-MB-231 cells (Fig. 1E,F, Supplementary Fig. S1). Additionally, similar results to the immunofluorescence were also obtained in the nuclear/cytoplasmic fractionation assay (Fig. 1G). These results indicate that in breast cancer cell lines, cytoplasm-to-nucleus transport of this protein is disrupted.

**Figure 1:**
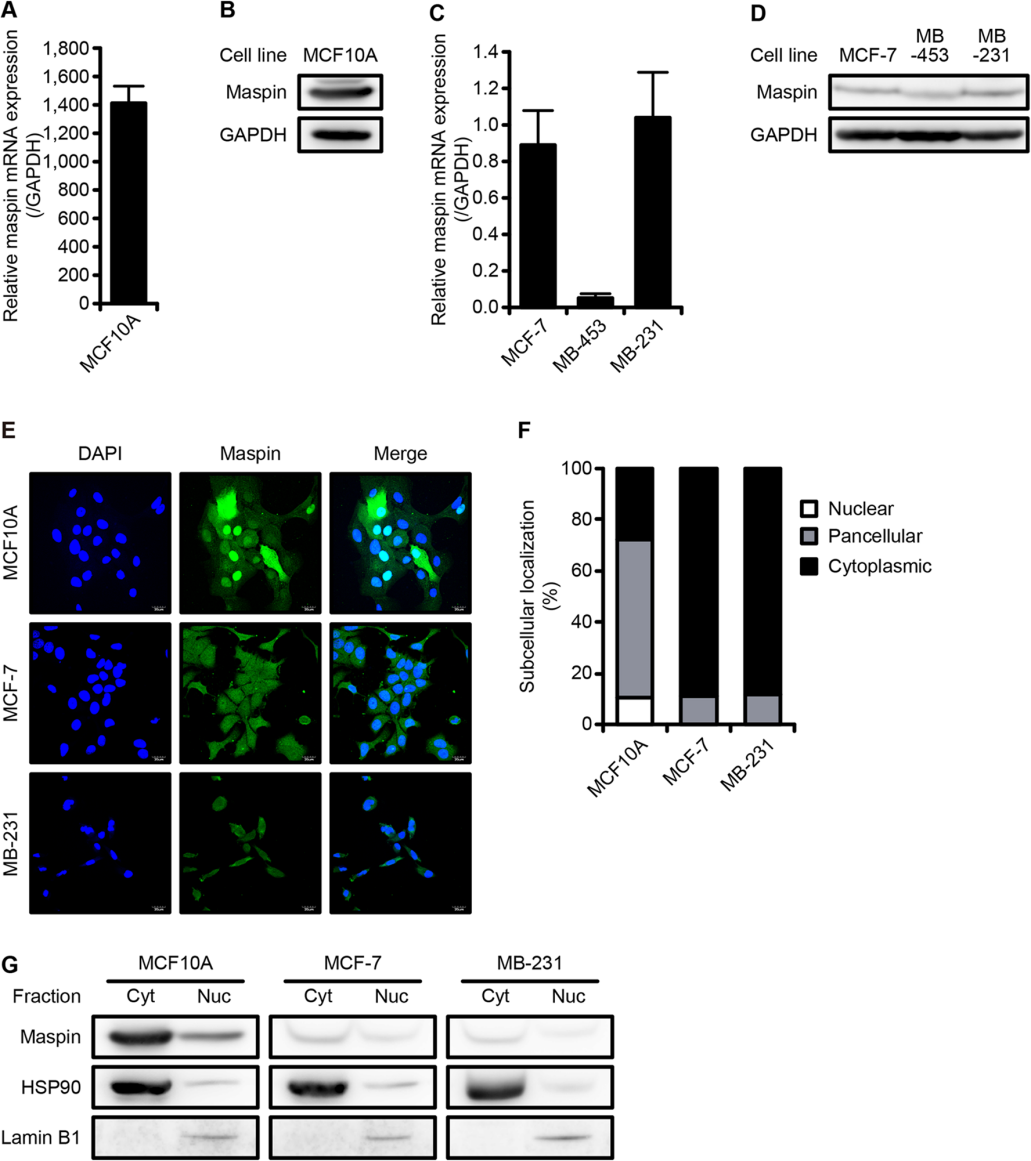
Expression and subcellular localization of maspin in non-tumorigenic and tumorigenic cell lines. (**A**) Relative mRNA expression level of maspin in MCF10A cells. mRNA expression was normalized to level of *GAPDH*. Data are shown as the mean ± SD (*n* = 3). (**B**) Protein expression level of maspin in MCF10A cells. GAPDH is shown for loading control. Whole western blots are presented in Supplementary Fig. S7. (**C**) Relative mRNA expression levels of maspin in breast cancer cell lines. mRNA expression was normalized to levels of *GAPDH*. Data are shown as the mean ± SD (*n* = 3). (**D**) Protein expression levels of maspin in three breast cancer cell lines. Expression level of GAPDH was used as a protein loading control. Whole western blots are presented in Supplementary Fig. S8. (**E**) Representative images of subcellular localization of maspin protein in MCF10A, MCF-7, and MDA-MB-231 cells. Expression of maspin protein was detected using anti-maspin antibody (clone G167-70). Nuclei was counterstained with DAPI. Scale bars represent 20 μm. Images were acquired using Olympus FLUOVIEW FV1000D confocal laser scanning microscope and Olympus FV10-ASW software (ver. 02.01). (**F**) Quantification of the subcellular localization of maspin. Bar graph shows the percentage of maspin distribution that is calculated by counting number of cells exhibiting pancellular, nuclear, or cytoplasmic distribution (*n* = 3). (**G**) Protein expression of maspin in the cytoplasmic (Cyt) and nuclear (Nuc) fractions. Expression levels of HSP90 and Lamin B1 was used as protein loading control in the cytoplasmic and nuclear fractions, respectively. Whole western blots are presented in Supplementary Fig. S9.

### Role of maspin expression and subcellular localization in proliferation of normal and breast cancer cell lines

Since maspin reportedly plays a pivotal role in the suppression of several cancers^9–13^, we aimed to clarify whether expression and localization of maspin may affect cell proliferation in normal and breast cancer cell lines. MCF10A, MCF-7, and MDA-MB-231 cells transiently transfected with plasmid DNA encoding HaloTag-fused maspin showed a remarkable increase in maspin mRNA levels (Supplementary Fig. S2A–C), and HaloTag-fused maspin proteins were detected in these cells as well (Supplementary Fig. S2D). As with the subcellular localization of the endogenous maspin, HaloTag-fused maspin showed a pan-cellular localization in MCF10A cells, whereas in MCF-7 and MDA-MB-231 cells this protein was expressed mainly in the cytoplasm (Fig. 2A,B). In addition, these subcellular localizations were also confirmed in the fractionation assay (Fig. 2C). Although cell proliferation capability was not changed in MCF10A and MCF-7 cells, it was slightly increased in MDA-MB-231 cells expressing HaloTag-fused maspin as compared with that in the control cells (Fig. 2D). Next, we performed siRNA-mediated maspin knock down in MCF10A, MCF-7, and MDA-MB-231 cells. Specific siRNA targeting maspin effectively knocked down both maspin mRNA (Supplementary Fig. S3A–C) and protein expression (Supplementary Fig. S3D). siRNA-mediated suppression of maspin expression resulted in significantly decreased cell proliferation in MCF10A cells (Fig. 2E). In breast cancer cells, cell proliferation of MDA-MB-231 cells was also significantly decreased by maspin knockdown, whereas cell growth of MCF-7 cells slightly decreased, indicating that cytoplasmic localization of maspin is correlated with cell proliferation capability regardless of tumorigenicity.

**Figure 2:**
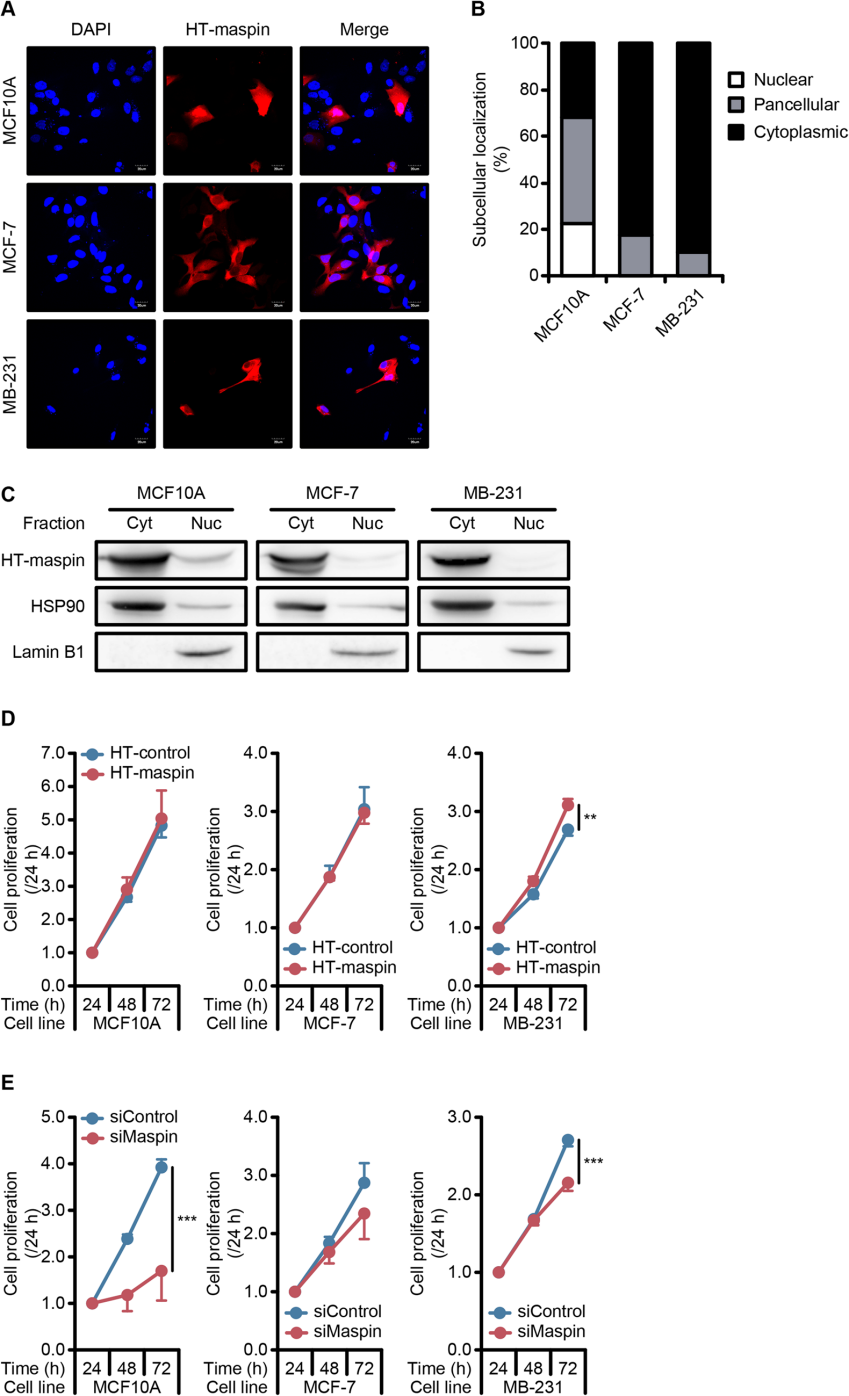
The relevance of maspin expression and subcellular localization to cell proliferation. (**A**) Representative images of subcellular localization of HaloTag-fused maspin. Nuclei was counterstained with DAPI. Scale bars represent 20 μm. Images were acquired using Olympus FLUOVIEW FV1000D confocal laser scanning microscope and Olympus FV10-ASW software (ver. 02.01). (**B**) Quantification of the subcellular localization of HaloTag-fused maspin. Bar graph shows the percentage of HaloTag-fused maspin distribution that is calculated by counting number of cells exhibiting pancellular, nuclear, or cytoplasmic distribution (*n* = 5, 6). (**C**) Protein expression of HaloTag-fused maspin in the cytoplasmic (Cyt) and nuclear (Nuc) fractions. Expression levels of HSP90 and Lamin B1 was used as protein loading control in the cytoplasmic and nuclear fractions, respectively. Whole western blots are presented in Supplementary Fig. S10. (**D**) Plots show cell proliferation of cells overexpressing HaloTag-fused maspin or HaloTag-control. The data are normalized to the corresponding value of 24 h. Data are shown as the mean ± SD (*n* = 4). **P < 0.01; Student’s *t*-test. (**E**) Plot shows cell proliferation of cells expressing maspin siRNA or control siRNA. The data are normalized to the corresponding value of 24 h. Data are shown as the mean ± SD (*n* = 4). ***P < 0.001; Student’s *t*-test.

### Role of cytoplasmic localization of maspin in the promotion of MDA-MB-231 cell invasion

To gain further insight into the precise role of cytoplasmic maspin in tumor progression, we examined the correlation between cytoplasmic maspin expression and cell invasion capability. The cell invasion was significantly increased in response to overexpression of HaloTag-fused maspin protein in MDA-MB-231 cells, but not in MCF10A and MCF-7 cells (Fig. 3A). Furthermore, the opposite result was also observed by suppression of maspin in these cell lines (Fig. 3B). It has been reported that nuclear translocation of maspin protein is required for the its tumor suppressive activity^20,22^. Therefore, to further investigation the effect of subcellular localization of maspin on the invasiveness of MDA-MB-231 cells, we constructed HaloTag and nuclear localization signal (NLS)-fused maspin expressed in both the nucleus and cytoplasm of MCF-7 and MDA-MB-231 cells (Supplementary Fig. S4A–C). As reportedly, expression of maspin in both the nucleus and cytoplasm significantly reduced the invasive capability of MDA-MB-231 cells (Supplementary Fig. S4D). These findings indicate that cytoplasmic maspin expression is closely correlated with the promotion of invasive behavior in some breast cancer cells, such as MDA-MB-231 cells.

**Figure 3:**
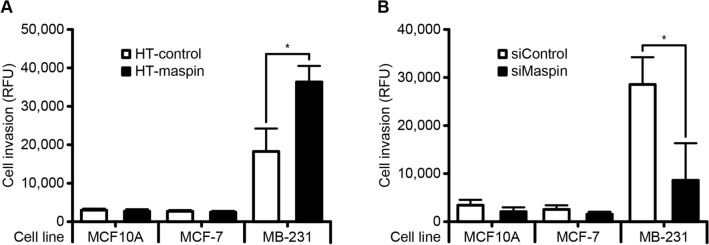
The relevance of maspin expression and subcellular localization to cell invasion. (**A**) Cell invasion capability of cells overexpressing HaloTag-fused maspin or HaloTag-control. Data are shown as the mean ± SD (*n* = 3). *P < 0.05; Student’s *t*-test. (**B**) Cell invasion capability of cells expressing maspin siRNA or control siRNA. Data are shown as the mean ± SD (*n* = 3). *P < 0.05; Student’s *t*-test.

### Identification and analysis of gene signature associated with maspin overexpression in MDA-MB-231 cells

A stable cell line, MB-231-maspin, was established. This line stably overexpressed maspin mRNA and protein as compared with the control cell line, MB-231-control as detected by reverse-transcription quantitative PCR (RT-qPCR) and western blot (Supplementary Fig. S5). 

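Gene expression was measured in 2 stable lines made from MDA-MB-231, an invasive triple-negative breast cancer cell line. MB-231-maspin carries maspin joined to the fluorescent protein ZsGreen by a P2A peptide, which lets a single transcript give both proteins, and MB-231-control carries ZsGreen alone. Both lines are pools of clones that survived 10 µg/mL blasticidin. Total RNA was amplified, labelled with Cy5 and hybridised to 3D-Gene oligonucleotide arrays in 1 colour, 1 sample per array, with 3 arrays labelled MB-231-control and 3 labelled MB-231-maspin.
Maspin is encoded by SERPINB5 (Entrez Gene 5268), and its probe was not brighter on the arrays labelled MB-231-maspin. Its normalized intensity on the 3 arrays labelled MB-231-control was 5.10, 5.61 and 4.11 (mean 4.94 ± 0.761, SD, n = 3), and on the 3 labelled MB-231-maspin it was 4.20, 2.79 and 4.40 (mean 3.80 ± 0.880, SD, n = 3). The mean in either group lay under the study's minimum of 10. The brightest negative control spot lay at 3.76, 9.35 and 3.22 on control replicates 1, 2 and 3. On maspin replicates 1, 2 and 3 it lay at 3.27, 2.58 and 3.44. SERPINB5 lay above that spot on every array except control replicate 2. Tested without that minimum, SERPINB5 had a log2 fold change of -0.40 (standard error 0.20, adjusted p = 0.546 from limma). The files used here do not give the probe's sequence, so whether it lies in the part of the transcript that the vector carries is not known. By RT-qPCR and western blot the paper reports more maspin mRNA and protein in MB-231-maspin (Supplementary Fig. S5), and by RT-qPCR more SRGN mRNA (Fig. 5A), the direction that SRGN takes on the arrays. Groups are named by the labels of the arrays.
Each array holds 24460 gene probes and 2996 control, blank and empty spots. The authors subtracted 1 background value per array (67.8 to 70.3 scanner units) and scaled each array to a median of 25, and the files leave blank the probes close to the background. A value was present for 87.1% to 91.3% of the probes, and the median raw signal was 104 to 108 on the arrays labelled MB-231-control and 100.0 to 115 on those labelled MB-231-maspin. Starting from these normalized intensities, genes with a mean above 10 in either group and at least 2 measured arrays per group were kept, each by its brightest probe. The log2 values of the 12767 genes that remained were tested with limma, with Benjamini-Hochberg adjustment. Arrays were compared over the 14704 probes that were measured on all of them and had a mean above 10, which leaves out dim probes. Pearson's r between log2 values of 2 arrays was 0.990 to 0.997, across probes that are not independent. The arrays did not group by line throughout: the SD of the log2 differences was 0.186 between control replicate 2 and maspin replicate 1, and 0.247 between control replicates 2 and 3. Neither the paper's text nor the labels say that the arrays of a line came from separate cultures or extractions, so p-values measure the spread between these samples, which may be technical.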

To examine the putative mechanism underlying cytoplasmic maspin-dependent promotion of cell invasion, we performed a comparison of gene expression profiles in these two established cell lines by DNA microarray. Consequently, a total of 1866 genes were observed as significantly differentially expressed genes (DEGs) in MB-231-maspin versus MB-231-control cells (Fig. 4A, Supplementary Table S1). 

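On the arrays labelled MB-231-maspin, 68 genes were higher and 41 were lower at an adjusted p under 0.05 from limma. Among the largest increases were ADGRF1, an adhesion receptor, with a log2 fold change of 1.80 (standard error 0.08, adjusted p = 5.44e-05 from limma), and IL24, a cytokine of the interleukin-10 family, with 2.30 (standard error 0.14, adjusted p = 2.93e-04). ALPK2, a protein kinase (2.68), PGM5, a phosphoglucomutase relative found at cell junctions (2.19), and CASP1, the protease that activates interleukin-1β (1.74), passed as well. Among the largest decreases were S100P, a calcium-binding protein, at 191 ± 11.5 (SD, n = 3 arrays) on the control arrays and 58.2 ± 0.900 (SD, n = 3) on the arrays labelled MB-231-maspin, AKR1C2, an aldo-keto reductase of steroid metabolism, with a log2 fold change of -1.50, and GLTPD2 with -1.46. The AKR1C2 probe may also bind its near-identical relatives. ALPK2, IL24, PGM5 and CASP1 had control means of 2.51 to 4.78, under the brightest negative control spot of control replicate 2 (9.35), so the size of their folds depends on the background: with normexp, whose offset of 50 shrinks the folds of dim genes by construction, they were 0.58, 0.63, 0.39 and 0.45, and that of ADGRF1 was 0.90.
At an unadjusted p under 0.05, limma counted 1702 genes, 1212 higher and 490 lower, and 1599 of them changed by less than 1.5-fold. The share that was higher among the 1702 was 71.2%; it was 58.6% under quantile normalization and 52.7% with normexp and quantile normalization. The excess changed with single control arrays: without control replicate 3, 770 were higher and 852 lower (47.5% higher), and without control replicate 2 the share was 84.7%. Among the genes at an adjusted p, 82 were higher and 90 lower without control replicate 3, and 186 and 36 without control replicate 2. The 3 arrays of a group all lay above or all below those of the other for 2637 of the genes tested, where chance gives 10%. Table S1 lists 1866 genes, of which 1863 matched a gene tested here by symbol; of these, 1827 had the table's direction, 1272 passed at an unadjusted p and 109 at an adjusted p, all those that passed here. For the 1511 of its genes that matched a single probe by symbol and RefSeq transcript, the fold computed from the array means had the direction of the table, or the table gives a fold of 1, in 1511, and lay within 0.02 (log2) of it in 1510. The count at an adjusted p changed with every array left out: it was 45, 222 and 172 without control replicate 1, 2 and 3, and 32, 29 and 31 without maspin replicate 1, 2 and 3. The count of 1702 became 996 and 3313 without control replicate 1 and 2, and 994 and 1109 without maspin replicate 2 and 3. The methods' t-test, run on the same log2 values, counted 1760 genes at their threshold and 21 after Benjamini-Hochberg adjustment.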

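Among the genes that changed by more than 1.5-fold (an absolute log2 fold change over 0.585), HAS2, a hyaluronan synthase, was higher on the arrays labelled MB-231-maspin with a log2 fold change of 1.32 (standard error 0.12, adjusted p = 0.00259 from limma), and PDE9A, which degrades cyclic GMP, with 1.60. PDE9A had a control mean of 5.08, also under the brightest negative control spot of control replicate 2, so the size of its fold depends on the background (0.41 with normexp and 0.75 with log2(value + 10)). INHBA, the subunit of activin A, was higher with 1.11 (standard error 0.08, adjusted p = 4.57e-04). With normexp the log2 fold change was 0.67 for HAS2 and 0.67 for INHBA. On the other side, AGR2, a protein disulfide isomerase of secretory epithelia, had -1.18, LCP1, an actin-bundling protein abundant in leukocytes, -1.25, the protocadherin PCDH7 -1.18, the neurotrophin NTF3 -1.17, HPGD, which degrades prostaglandins, -1.02, the secreted lectin ZG16B -0.98 and the helicase HELZ -0.96, each at an adjusted p of 0.0234 or lower. EREG, a ligand of the EGF receptor, had -0.95 and MMP7, a matrix protease, -0.71. ID1 and ID3, which block the DNA binding of basic helix-loop-helix factors, had -0.95 and -0.66. The folds of the dim genes among these decreases depend on the background as well: with normexp they were -0.40 for LCP1, -0.39 for PCDH7, -0.45 for NTF3, -0.22 for HPGD, -0.40 for ZG16B, -0.40 for EREG and -0.39 for MMP7. Of HAS2, PDE9A, INHBA, LCP1, HPGD and ZG16B, only INHBA passed in every alternative. After adjustment in the methods' t-test on log2 values, the other genes had an adjusted p of 0.0757 to 0.138. INHBA and these genes all passed limma without any 1 array. Without maspin replicate 2 the adjusted p was 0.0531 for AGR2, 0.0559 for PCDH7, 0.141 for NTF3, 0.0678 for HELZ, 0.0519 for EREG and 0.0960 for MMP7; without maspin replicate 1 it was 0.0848 for AGR2, 0.0655 for PCDH7, 0.0656 for NTF3 and 0.0712 for MMP7, and without maspin replicate 3 it was 0.0846 for AGR2, 0.0598 for PCDH7 and 0.0576 for HELZ. ID1 did not pass without control replicate 2 (0.0542) or maspin replicate 1, 2 or 3 (0.129, 0.113 and 0.120), nor ID3 without control replicate 1 (0.0829) or maspin replicate 1, 2 or 3 (0.0596, 0.108 and 0.0899). NTF3 also lost its call without control replicate 1 (0.102) or 2 (0.0580), and AGR2 without control replicate 1 (0.0616). Over all alternatives the adjusted p of these 8 genes ran from 2.69e-05 to 0.223. The AGR2 values are those of its brightest probe. With every probe tested, a second AGR2 probe had -1.14 (standard error 0.08, adjusted p = 4.64e-04 from limma). That probe was not tested with arrays left out.
In total, 50 genes were higher and 30 lower at both an adjusted p under 0.05 from limma and 1.5-fold. At an unadjusted p and 1.5-fold, the study's thresholds, 63 were higher and 40 lower. Of the genes that Table S1 gives as higher by 1.5-fold, 59 were tested here, of which 57 passed at an unadjusted p and 50 at an adjusted p, in the arrays that the table was itself made from. Of those it gives as lower, 39 were tested, of which 38 passed at an unadjusted p and 29 at an adjusted p. Folds shrink where low values are lifted, by construction: with log2(value + 10) the counts at an unadjusted p were 36 higher and 25 lower, and with normexp 17 and 14. Without control replicate 2, 115 were higher; the count at an adjusted p and 1.5-fold was 45 without control replicate 1 and 32, 29 and 31 without maspin replicate 1, 2 and 3.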

Eventually, a total of 99 genes, of which 59 genes were induced (induced differentially expressed genes: iDEGs) and 40 genes were repressed (repressed differentially expressed genes: rDEG), were designated based on a threshold of *P*-values < 0.05 and |logFC| > 0.585, corresponding to a fold change > 1.5 or < 1/1.5, as candidate DEGs (Fig. 4B). 

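Of 26 gene lists, 9 were shifted on the arrays labelled MB-231-maspin at an adjusted p under 0.05 in camera, limma's test of a list against the other genes, with a preset correlation of 0.01. With a correlation estimated for each list, 0 of the 26 passed. Many members had been seen in Table S1, so the lists are not independent evidence of a direction. The pregnancy-specific glycoprotein and CEACAM family, secreted and surface proteins of the immunoglobulin superfamily, was shifted upwards (adjusted p = 2.75e-08; adjusted p = 0.107 with an estimated correlation). Of its 8 tested members, 5 were higher, none was lower and 3 did not pass, and 5 were higher when adjusted over the list alone. PSG5 had a log2 fold change of 1.65, PSG2 of 1.11, PSG8 of 1.05 and CEACAM3 of 1.03, and their near-identical sequences may share probes. The size of these folds depends on the background: with normexp they were 0.71, 0.78, 0.44 and 0.54. With only genes above 50 kept, 2 members of the family remained, still shifted upwards, with an adjusted p of 0.100 in camera. MHC class II genes, which present antigens, were shifted upwards (adjusted p = 9.50e-04; adjusted p = 0.387 with an estimated correlation), with 3 of 7 higher, as when adjusted over the list alone: HLA-DRB1 with 0.81, HLA-DRB5 with 0.80 and HLA-DRA with 0.51. Without maspin replicate 1 or 2 these calls were lost (adjusted p of 0.0661 and 0.0531, 0.0596 and 0.0623, and 0.149 and 0.171). Without maspin replicate 3 those on HLA-DRB1 (0.0633) and HLA-DRA (0.181) were lost, and without control replicate 1 that on HLA-DRA (0.212). With every probe tested, a second probe of HLA-DRA had 0.47 and did not pass (adjusted p = 0.188 from limma). PSG8 did not pass without maspin replicate 2 (0.0623) or 3 (0.0575).
Leukocyte markers were shifted downwards (adjusted p = 0.00116; adjusted p = 0.705 with an estimated correlation); 3 of 12 were lower, as when adjusted over the list alone, namely LCP1, HCLS1 with -0.79 and the integrin ITGB2 with -0.55. HCLS1 and ITGB2 did not pass without control replicate 1 (adjusted p of 0.0685 and 0.0937) or without maspin replicate 1, 2 or 3 (0.0712 to 0.108). With normexp the log2 fold change was -0.44 for HCLS1 and -0.53 for ITGB2. Cell cycle genes were shifted upwards (adjusted p = 1.15e-04; adjusted p = 0.705 with an estimated correlation), by a median log2 fold change of 0.18 over 38 genes of which 35 lay above 0. None of the 38 passed by itself after adjustment in limma or in the methods' t-test. At an unadjusted p from limma 12 were higher, and 1 when adjusted over the list alone. Several of the 38 are in Table S1, whose threshold is an unadjusted p. CENPA, a histone of the centromere, had 0.40 (adjusted p = 0.0582; 0.0411 without control replicate 2), and TOP2A, a topoisomerase, 0.34 (adjusted p = 0.171; 0.0469 without control replicate 2). Target genes of TGFβ and SMAD3 were shifted upwards (adjusted p = 0.0102; adjusted p = 0.705 with an estimated correlation, and 0.0833 with only genes above 50 kept), with HAS2 and the cytokine IL11 higher, 17 of 19 not passing, and 6 higher when adjusted over the list alone. Components of the TGFβ pathway were not shifted (adjusted p = 0.868), and INHBA was the 1 higher of 24, also over the list alone; their median was -0.01 and their mean 0.05.

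**Figure D1:**
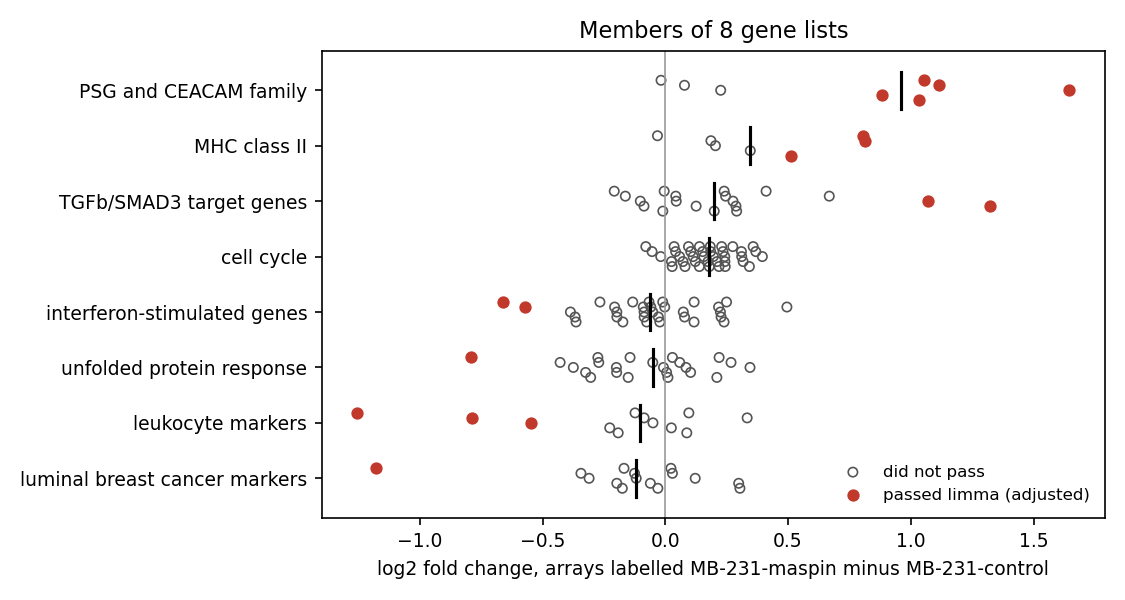
Log2 fold change between the arrays labelled MB-231-maspin and MB-231-control (x axis, maspin minus control) for each tested member of 8 gene lists (y axis). Filled points passed limma at an adjusted p under 0.05, open points did not, and the vertical bar is the median of the list. Members of the pregnancy-specific glycoprotein and CEACAM family reach 1.65, and the cell cycle genes lie between -0.08 and 0.40.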

Gene ontology (GO) terms enrichment analysis was then performed to identify biological processes (BP) in which iDEGs were mostly involved (Fig. 4C). The iDEGs were significantly enriched in the BP ontology term including positive regulation of genes involved in cell proliferation and invasion such as “positive regulation of MAPK cascade (GO:0043410, *KISS1*, *IGFBP4*, *TNFRSF11B*, *IL11*)” and “positive regulation of cytosolic calcium ion concentration (GO:0007204, *CXCR4*, *CD24*, *EDNRB*, *GJA1*)”, indicating that maspin-induced gene signature is a functionally important factor for the promotion of invasiveness in MB-231-maspin cells.

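All 8 of these genes had higher values on each of the 3 arrays labelled MB-231-maspin than on each of the 3 labelled MB-231-control, and 7 of the 8 passed limma at an adjusted p under 0.05. KISS1 (Entrez Gene 3814), which encodes the kisspeptins, had the largest difference, a log2 fold change of 2.41 (standard error 0.09, adjusted p = 2.87e-05). CD24 (Entrez Gene 100133941), a surface glycoprotein, had 1.84 (standard error 0.10, adjusted p = 1.18e-04), and IGFBP4 (Entrez Gene 3487), a binding protein of insulin-like growth factors, 0.86 (standard error 0.08, adjusted p = 0.00247). The chemokine receptor CXCR4 had 1.30 (standard error 0.17, adjusted p = 0.0127), the cytokine IL11 1.07 (standard error 0.15, adjusted p = 0.0191), TNFRSF11B, which encodes osteoprotegerin, 0.81 (standard error 0.12, adjusted p = 0.0243), and the gap junction protein GJA1 0.77 (standard error 0.13, adjusted p = 0.0476). The endothelin receptor EDNRB had 0.92 (standard error 0.25) and did not pass (adjusted p = 0.177). In the calcium term, the normalized intensity of CXCR4 was 132 ± 12.7 (SD, n = 3 arrays) on the arrays labelled MB-231-maspin and 54.6 ± 12.9 (SD, n = 3) on the others, that of CD24 98.3 ± 5.15 and 27.5 ± 2.92, that of EDNRB 60.3 ± 10.4 and 33.0 ± 10.9, and that of GJA1 65.0 ± 1.50 and 38.7 ± 7.47.
KISS1, CD24 and IGFBP4 passed in all 20 alternatives. Without maspin replicate 1, 2 or 3 the adjusted p was 0.0655, 0.0999 and 0.0860 for CXCR4, 0.107, 0.141 and 0.0949 for IL11, 0.121, 0.144 and 0.150 for TNFRSF11B, and 0.209, 0.248 and 0.246 for GJA1; without control replicate 1 it was 0.0859 for IL11, 0.0829 for TNFRSF11B and 0.223 for GJA1, and without control replicate 3 EDNRB passed (log2 fold change 0.61, adjusted p = 0.0362). After adjustment in the methods' t-test on log2 values these 4 genes had an adjusted p of 0.173 to 0.206, and over all alternatives of 1.67e-04 to 0.248. The enrichment of the terms was not recomputed, because the annotation used here could be read for 67.8% of the 59 genes, under the 80% set for such a test. From the enrichment of these terms among the induced genes, the paper concludes that the signature induced by maspin matters for the promotion of invasiveness in MB-231-maspin cells.

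**Figure D2:**
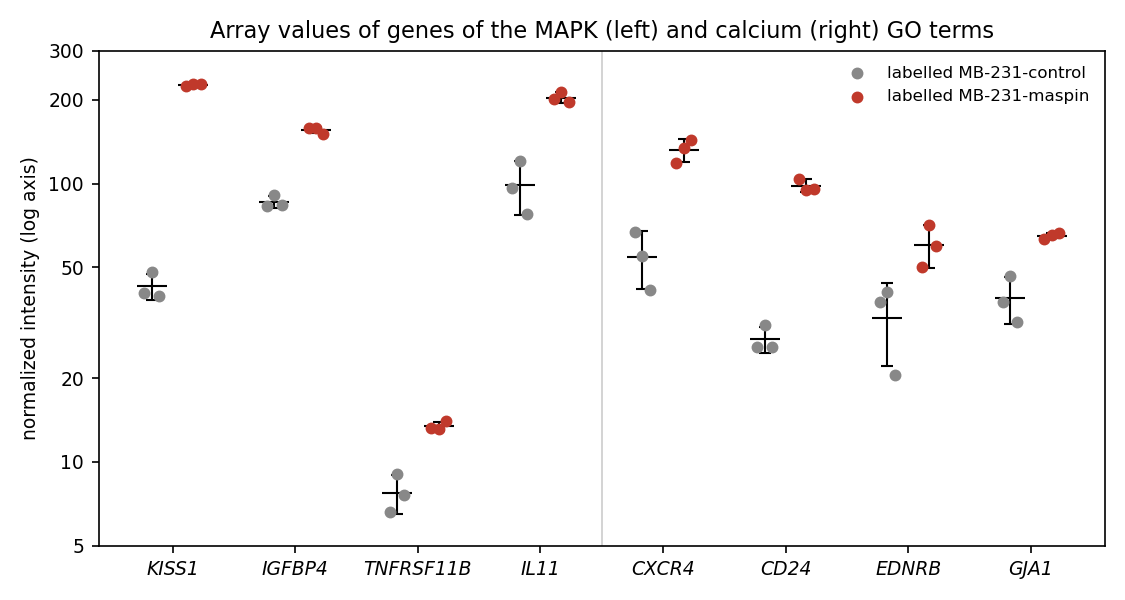
Normalized intensity (y axis, log scale) of the 4 genes of the MAPK term (left) and the 4 of the calcium term (right) on each array; grey points are the arrays labelled MB-231-control and red points those labelled MB-231-maspin, with the mean and SD of 3 arrays in black. KISS1 lies between 224 and 229 on the red points and between 39.6 and 48.0 on the grey ones, while 1 control array of EDNRB lies at 20.6.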

**Figure 4:**
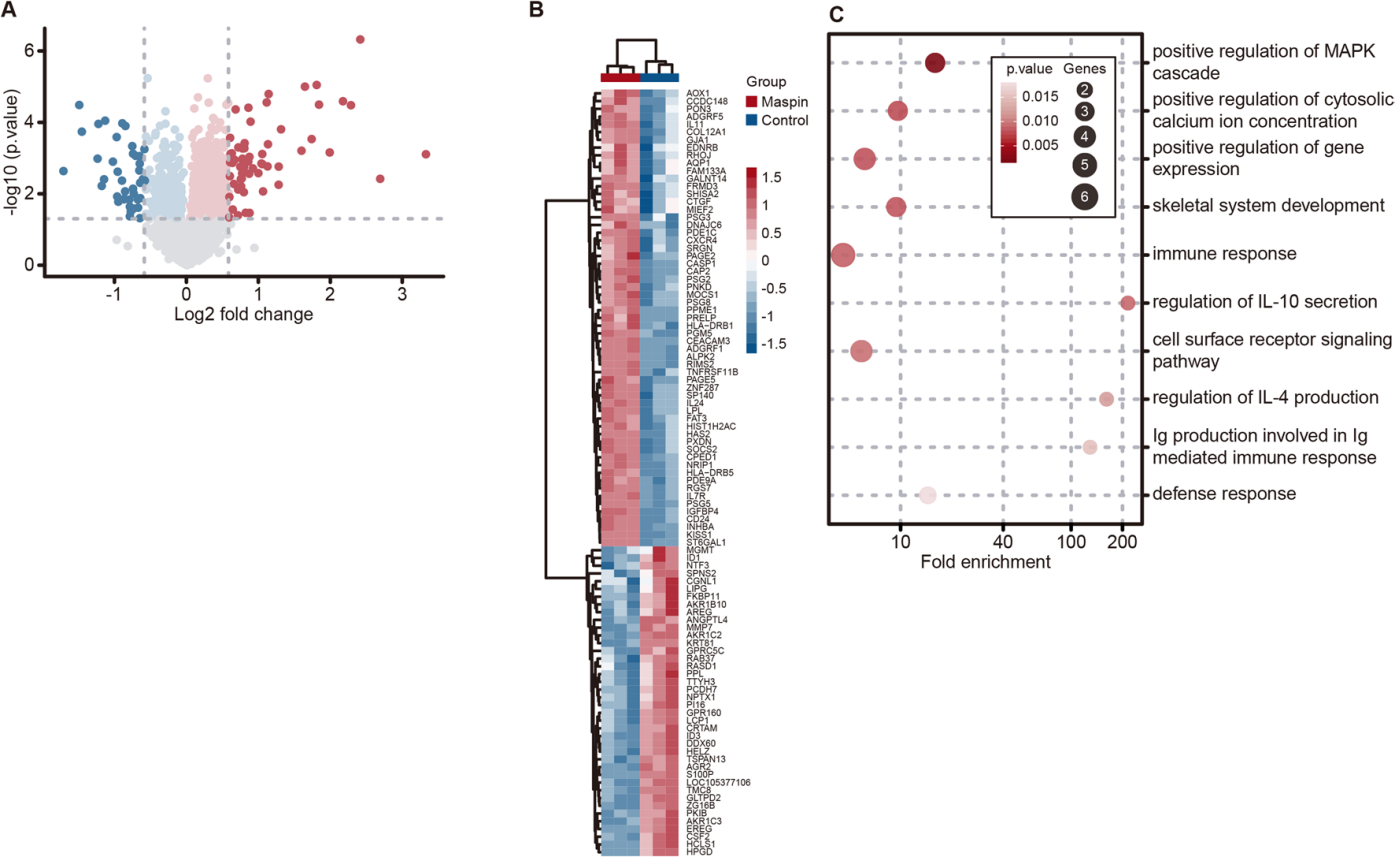
Analysis of the gene expression profile in MDA-MB-231 cells stably expressing maspin or control. (**A**) Comparison of mRNA expression profiles between MB-231-maspin and MB-231-control cells. Volcano plot shows expression levels upregulated (red dot), downregulated (blue dot), and unchanged (gray dot) in MB-231-maspin cells. The x-axis is log2 fold change of gene expression levels between to cell lines, and the y-axis is adjusted *P*-value based on -log10. Red and blue dots show the differentially expressed genes (DEGs) based on *P* < 0.05. Deep color represents 1.5-fold expression difference. (**B**) Heatmap and hierarchical clustering of the DEGs with > 1.5-fold change in MB-231-maspin cells. (**C**) Gene ontology (GO) enrichment analysis based on the DAVID biological process term. Bubble chart represents top-10 cluster enriched in a list of iDEGs. The x-axis is fold enrichment values, and the y-axis is the enrichment term. The size of bubble represents the number of DEGs. Transparency of the bubbles represents *P*-value. R (ver. 4.0.2, https://www.r-project.org)^23^ and RStudio (Ver. 1.3.959, https://rstudio.com) software were used to plot volcano plot, heatmap, and bubble chart. Tidyverse packages (ver. 1.3.0, https://www.tidyverse.org)^24^ and pheatmap (ver. 1.0.12, https://CRAN.R-project.org/package=pheatmap)^25^ packages were used to run the software.

### Possible role of the SRGN/TGFβ2 signaling axis in promoting EMT in MB-231-maspin cells

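SRGN (Entrez Gene 5552), which encodes the proteoglycan serglycin, was bright on all 6 arrays and higher on those labelled MB-231-maspin. Its normalized intensity was 1075, 1302 and 1442 there (mean 1273 ± 185, SD, n = 3 arrays) and 688, 503 and 389 on the arrays labelled MB-231-control (526 ± 151, SD, n = 3). The log2 fold change was 1.30 (standard error 0.20, adjusted p = 0.0317 from limma). Of 19 tested genes of proteoglycans and hyaluronan, SRGN, HAS2 and PRELP, a small leucine-rich proteoglycan with a log2 fold change of 0.76 (adjusted p = 0.0111), were higher, none was lower and 16 did not pass; 3 were higher and 1 lower when adjusted over the list alone. The list as a whole was not shifted in camera (adjusted p = 0.781), with a median of -0.01 and a mean of 0.16. CD44, the hyaluronan receptor, had -0.06 (adjusted p = 0.875), CLDN1, a tight junction protein, -0.32 (adjusted p = 0.393), HIF1A, the oxygen-regulated factor, 0.10 (adjusted p = 0.853), and NFKB1, a subunit of NF-κB, 0.08 (adjusted p = 0.855), none of which passed. The sign of CD44, HIF1A and NFKB1 was not the same in every alternative. The call on SRGN was lost without control replicate 2 (adjusted p = 0.0604), without maspin replicate 1, 2 or 3 (0.0864, 0.189 and 0.169), with no filter on dim probes (0.103) and in the methods' t-test on log2 values after adjustment (0.205), in a range of 0.00111 to 0.205 over all alternatives; its log2 fold change stayed between 1.10 and 1.57. PRELP did not pass without control replicate 1 (0.0606), maspin replicate 1 (0.0712) or maspin replicate 3 (0.0598), or with normexp (0.0540), in a range of 0.00162 to 0.154. With a control mean of 8.07 it was dim, and its log2 fold change was 0.22 with normexp and 0.39 with log2(value + 10).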

On the basis of the microarray data, we used RT-qPCR to analyze the mRNA expression of *SRGN*, which is also known as a small molecule glycoprotein. In MB-231-maspin cells, *SRGN* mRNA level was significantly increased compared with that in MB-231-control cells (Fig. 5A). It has been reported that SRGN expression is involved in epithelial mesenchymal transition (EMT)^26,27^, prompting us to investigate the association between EMT and maspin in MDA-MB-231 cells. The mRNA level of E-cadherin, which is a well-known epithelial marker that is down-regulated during EMT, was significantly decreased in MB-231-maspin cells while mRNA level for the mesenchymal marker, N-cadherin, was significantly increased (Fig. 5B). Since it is well-known that EMT activation is regulated by the expression of several transcription factors, including *Snail*, *Slug*, *Twist*, *Zeb1*, and *Zeb2*, we performed RT-qPCR and western blot analysis for these transcription factors. The mRNA expression levels of *Slug*, *Twist*, *Zeb1*, and *Zeb2*, but not *Snail*, in MD-231-maspin cells were significantly higher than those in MB-231-control cells (Fig. 5C). It should be noted that no significant changes in the expression of these genes were found between HT-control and HT-maspin in MCF10A and MCF-7 cells (Supplementary Fig. S6), indicating that the changes in these gene expressions by maspin are specific to MDA-MB-231 cells. Moreover, SRGN, N-cadherin, and vimentin protein levels were significantly increased in MB-231-maspin cells (Fig. 5D,E). We also observed significantly increased protein expression levels of Snail, Slug, Zeb1, and Zeb2 protein in MB-231-maspin cells (Fig. 5D,E). Note that the protein level for Twist was not changed. It has been reported that SRGN enhances the invasive and metastatic potential in TNBC through a process consistent with EMT followed by increased expression of TGFβ2^28^. In agreement with this report, the expression of TGFβ2 protein in MB-231-maspin cells was higher compared with that in MB-231-control cells (Fig. 5F,G). Furthermore, Smad3 phosphorylated on Ser423/425, which serves as a reliable readout of TGFβ signaling pathway activity, was consistently increased in MB-231-maspin cells (Fig. 5F,G), indicating that cytoplasmic maspin enhances EMT in MDA-MB-231 cells via SRGN/TGFβ2 signaling axis.

**Figure 5:**
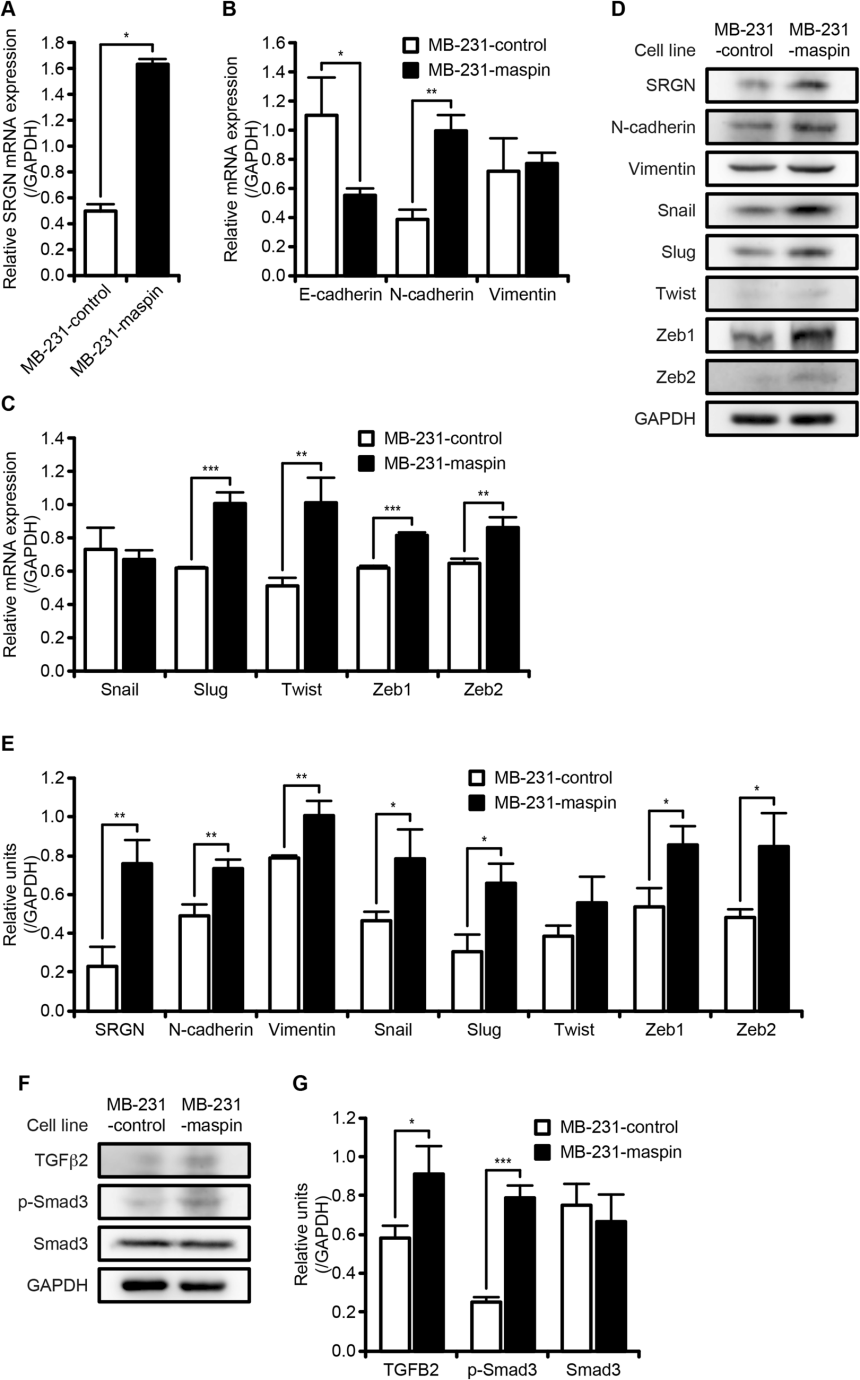
The protein expression of signaling factors involved in EMT. (**A**) Relative mRNA expression level of *SRGN*. mRNA expression was normalized to level of *GAPDH*. Data are shown as the mean ± SD (n = 3). *P < 0.05; Student’s *t*-test. (**B**) Relative mRNA expression levels of epithelial cell and mesenchymal cell marker. mRNA expression was normalized to level of *GAPDH*. Data are shown as the mean ± SD (n = 3). *P < 0.05, **P < 0.01; Student’s *t*-test. (**C**) Relative mRNA expression levels of EMT-related transcription factor. mRNA expression was normalized to level of GAPDH. Data are shown as the mean ± SD (n = 3). **P < 0.01, ***P < 0.001; Student’s *t*-test. (**D**) Protein expression levels of EMT-related markers. Expression level of GAPDH was used as a protein loading control. Whole western blots are presented in Supplementary Fig. S11. (**E**) Bar graph shows western blot quantification of SRGN, N-cadherin, Vimentin, Snail, Slug, Twist, Zeb1, and Zeb2. Densitometry analysis of each protein band was normalized to level of GAPDH. Data are shown as the mean ± SD (*n* = 3). *P < 0.05, **P < 0.01; Student’s *t*-test. (**F**) Protein expression levels of TGFβ signaling pathway factors. Expression level of GAPDH was used as a protein loading control. Whole western blots are presented in Supplementary Fig. S12. (**G**) Bar graph shows western blot quantification of TGFB2, phosphorylated Smad3, and Smad3. Densitometry analysis of each protein band was normalized to level of GAPDH. Data are shown as the mean ± SD (*n* = 3). *P < 0.05, ***P < 0.001; Student’s *t*-test.

## Discussion

According to the previous reports, maspin is presumed to act either as a tumor suppressor or as an oncogene. The anti-tumor mechanisms of maspin function are well studied because maspin has long been considered as a tumor suppressor gene. For example, maspin overexpression in tumor cells was shown to induce apoptosis through the enhanced release of cytochrome c or via upregulation of Bax, a well-known pro-apoptotic protein^9,29^. Moreover, maspin protein is able to directly bind to histone deacetylase C1 (HDAC1) and inhibit its activity that regulates histone deacetylation to suppress transcription of several genes. In prostate cancer cell lines, re-expression of maspin reportedly increased the expression of tumor suppressor genes that are under the control of HDAC1, such as CK18, p21^waf1/CIP1^, and Bax^30^. However, the molecular mechanisms underlying maspin-mediated tumor progression remain unclear. To our knowledge, this study is the first to show overexpression of cytoplasmic maspin promotes the cell invasion capability in MDA-MB-231 cells (Fig. 3A,B). On the other hand, the promotion of cell invasion was not observed in MCF10A and MCF-7 cells, both of which are also known as non-invasive cell lines (Fig. 3A,B). These results are in agreement with our previous papers that maspin is frequently overexpressed in TNBC, which is known to have an aggressive clinical behavior^31^. These observations indicate that overexpression of cytoplasmic maspin does not give rises to invasive behavior in breast cancer cells with non-aggressive phenotype, but it potentiates invasive capability in some aggressive breast cancer cells such as TNBC cells.

GO term enrichment analysis is widely used for exploring the biological significance of the alterations of gene expression levels^32^. Our analysis showed that *KISS1*, *IGFBP4*, *TNFRSF11B*, and *IL11*, which are annotated to the GO term “positive regulation of MAPK cascade”, were significantly upregulated in MB-231-maspin cells (Fig. 4B,C). It has been reported that MAPK signaling cascade plays a crucial role in the development and progression of various cancers by regulating cell proliferation, drug resistance, apoptosis, angiogenesis, cell migration, and metastasis^33^. 

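For the 4 MAPK-term genes, intensities can be compared between arrays but not between probes. KISS1 had a normalized intensity of 227 ± 2.75 (SD, n = 3 arrays) on the arrays labelled MB-231-maspin and 42.7 ± 4.62 (SD, n = 3) on those labelled MB-231-control. IL11 was at 204 ± 9.39 and 98.5 ± 21.6, and IGFBP4 at 155 ± 4.04 and 86.0 ± 4.59. TNFRSF11B was dim, at 13.5 ± 0.512 and 7.76 ± 1.24, the latter under the brightest negative control spot of control replicate 2 (9.35), so the size of its fold depends on the background: with log2(value + 10) its log2 fold change was 0.40 (adjusted p = 0.0514 from limma), and with normexp 0.23. The receptor of the kisspeptins, KISS1R, had a log2 fold change of -0.13 (standard error 0.10, adjusted p = 0.603 from limma) and did not pass. Of 24 genes whose transcription is known to follow ERK and MAPK signalling, none passed after adjustment in limma or in the methods' t-test. At an unadjusted p under 0.05 from limma, 3 were higher and 1 was lower, and none passed when adjusted over the list alone. Some of the 24 are in Table S1, whose threshold is an unadjusted p. Among them IER3, an early response gene, had 0.35 (adjusted p = 0.181; 0.0215 with normexp) and the ETS factor ETV1 -0.20 (adjusted p = 0.279). As a list they were not shifted in camera (adjusted p = 0.281, median log2 fold change -0.04).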

Among four genes identified as iDEGs, *KISS1*, which encodes an endogenous ligand that binds to KISS1R (also referred to as GPR54), was recently reported to contribute to TGFβ-mediated cell invasion of MDA-MB-231 cells, and its expression was reportedly upregulated in patients with TNBC^34,35^. Furthermore, it is demonstrated that siRNA-mediated inhibition of *TNFRSF11B* expression, known as the gene encoding osteoprotegerin and a secreted member of the tumor necrosis factor receptor superfamily, reduced the metastatic capability of TNBC cell lines in the chick embryo metastasis model^36^. We also found that SRGN expression level was higher in MB-231-maspin cells than that in the MB-231-control cells (Fig. 5A,D). SRGN has been characterized as a low molecular weight proteoglycan secreted from hematopoietic cells that interacts with several biological molecules including extracellular matrix components, proteolytic enzymes, chemokines, cytokines, and cell surface receptors^37^. Reports documenting that SRGN promotes cancer cell aggressiveness and metastasis through several signaling pathways, including CD44/NF-κB/CLDN1 axis, HIF-1α/SRGN axis, and SRGN/TGFβ2 axis, may further support our observations presented here^28,38,39^. Indeed, we demonstrated that SRGN, TGFβ2, phosphorylated Smad3, and EMT-related transcription factors, including Snail, Slug, Zeb1, and Zeb2, had a higher level of expression in MB-231-maspin cells as compared with that in MB-231-control cells (Fig. 5D,E). These results raise a strong possibility that the increased level of expression of the cytoplasmic maspin in MDA-MB-231 cells promotes cell invasion by facilitating EMT through SRGN/TGFβ2 signaling axis. Although detailed molecular mechanisms by which cytoplasmic maspin activates SRGN/TGFβ2 axis remain to be clarified, our data suggest that cytoplasmic maspin plays a pivotal role in the aggressive phenotype and serves as a therapeutic target in patients with breast cancer, especially TNBC.

In cancer development and progression, some genes display both oncogenic and tumor-suppressive functions depending on the cellular context and subcellular localization^40^. Besson et al*.* reported that mislocalization of p27^kip1^, a well-known tumor suppressor that inhibits cell cycle progression by regulating cyclin/cyclin-dependent kinase (CDK) complexes, to the cytoplasm of tumor cells induces cyclin/CDK-independent oncogenic activity in cancer cells^41^. In accordance with these reports and our findings, it is presumed that biological functions of maspin in cancer cells are regulated through its subcellular localization. Therefore, understanding the molecular mechanisms underlying nuclear translocation process of maspin is important for improving the prognosis of patients with breast cancer. We observed that exogenous expression of maspin cDNA generated from MCF10A showed cytoplasmic localization in MDA-MB-231, whereas its expression showed pan-cellular localization in MCF10A (Fig. 2A–C), suggesting that the nuclear translocation of maspin in breast cancer cells depends on the carrier, but not tag sequence including NLS. Additionally, the fact that NSL-fused maspin was expressed in both the nucleus and cytoplasm in breast cancer cell lines (Supplementary Fig. S4A–C) suggests that importin-dependent classical nuclear translocation mechanism works normally in these cells and that another unknown pathway is involved in the nuclear translocation of maspin. In accordance with our findings, Dzinic et al*.* observed that leptomycin B, a specific inhibitor of nuclear export protein CRM1, significantly reduced nuclear accumulation of maspin, but not that of the mutant maspin (maspin^D346E^), and speculated that subcellular localization of maspin may be indirectly controlled by an unknown factor through a CRM1-dependent export mechanism^42^. Alternatively, Reina et al*.* reported that the sequence of 28 amino acids in maspin protein (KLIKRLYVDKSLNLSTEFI-SSTKRPYAK) acts as a NLS and speculated that the nuclear-cytoplasmic transport of maspin may be controlled through the regulation of its three-dimensional conformation^43^. Although these reports help us in understanding the mechanisms underlying subcellular translocation of maspin, the exact details of this process remain unclear. Therefore, further studies are needed to elucidate the molecular mechanisms that control subcellular localization of maspin, especially shifting from oncogenic to tumor-suppressive or vice versa.

We demonstrated that cytoplasmic maspin plays an important role in promoting the invasion of MDA-MB-231 cells and induces the expression of several genes enriched in the GO term involving the positive regulation of cell proliferation and invasion. Moreover, MDA-MB-231 cells that stably express maspin show elevated expression of SRGN, Snail, Slug, Zeb1, and Zeb2, as well as the activation of TGFβ signaling pathway, suggesting that cytoplasmic maspin promotes EMT through activation of SRGN/TGFβ2 signaling axis. Taken together, these findings suggest that cytoplasmic maspin might be a potential therapeutic target. In particular, the regulation of cytosol-to-nuclear translocation of maspin may serve as a novel therapeutic approach to improve the prognosis of patients with aggressive breast cancer.

## Material and methods

### Cell culture

Human breast cancer cell lines, MCF-7 and MDA-MB-453, were provided by the RIKEN BioResource Center (BRC) through the National Bio-Resource Project of the MEXT, Japan. Human breast cancer cell line, MDA-MB-231, and human mammary epithelial cell line, MCF10A, were purchased from the American Type Culture Collection (ATCC). MCF-7 cells were maintained in Dulbecco’s Modified Eagle Medium (DMEM; Nissui Pharmaceutical; Tokyo, Japan) supplemented with 10% inactivated fetal bovine serum (FBS; Biological Industries, Cromwell, CT, USA) in humidified atmosphere of 5% CO_2_ at 37 °C. MDA-MB-453 and MDA-MB-231 cells were maintained in Leibovitz-L15 medium (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% inactivated FBS in humidified atmosphere of 0% CO_2_ at 37 °C. MCF10A cells were grown in mammary epithelial basal medium (MEBM; Lonza, Walkersville, MD, USA) supplemented with BPE, hydrocortisone, hEGF, insulin, gentamicin/amphotericin-B, and 100 ng/ml cholera toxin in humidified atmosphere of 5% CO_2_ at 37 °C. 293FT cell line was purchased from Thermo Fisher Scientific (Waltham, MA, USA) and was maintained in DMEM supplemented with 10% inactivated FBS in humidified atmosphere of 5% CO_2_ at 37 °C.

### Plasmid and siRNA transfection

MCF10A, MCF7, and MDA-MB-231 cells were seeded into 6-well plate at a density of 3.6 × 10^5^ cells/well and were allowed to adhere overnight. For each well, cells were transiently transfected with 2.5 μg/well of plasmid using 7.5 μL of FuGENE HD (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Ten nanomolar maspin siRNA (Silencer Select siRNA, s10468, Thermo Fisher Scientific) or control siRNA (Silencer Negative Control #1, Thermo Fisher Scientific) was transiently transfected with 9 μL Lipofectamine RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### RT-qPCR

Total RNA from cells was recovered using TRIzol Reagent (Thermo Fisher Scientific). Isolated RNA was reverse-transcribed using High-Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Gene expression levels were determined by TaqMan Gene Expression Master Mix (Thermo Fisher Scientific) using LightCycler 96 system (Roche Diagnostics, Mannheim, Germany). Primer and probe sets used in this study were summarized in Supplementary Table S2. Relative mRNA expression levels were normalized by *GAPDH* as an internal reference gene.

### Western blot

Whole cells were lysed in RIPA buffer (50 mM Tris–HCl [pH 8.0], 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate [SDS]) supplemented with protease inhibitor cocktail (Roche Diagnostics) and phosphatase inhibitor cocktail (Roche Diagnostics). In nuclear/cytoplasmic fractionation assay, nuclear and cytoplasmic fraction were extracted using subcellular protein fractionation kit for cultured cells (Thermo Fisher Scientific) according to the manufacturer’s instructions. The determination of protein concentration was performed by the Bradford protein assay (Bio-Rad Laboratories, Hercules, CA, USA), and then protein concentration was adjusted with 5 × sample buffer (60 mM Tris–HCl (pH6.8), 5% β-mercaptoethanol, 0.1% bromophenol blue, 2% SDS, 25% glycerol) and RIPA buffer. Samples were boiled for 5 min, then SDS–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto the 0.45 μm PVDF membrane (Merck Millipore, Darmstadt, Germany) were performed. Membranes were cut prior to blocking with ECL Prime blocking reagent (GE Healthcare, Buckinghamshire, UK), and then immunoblotting was performed. The primary antibodies used in this experiment were listed in Supplementary Table S3. The protein bands were detected by ImageQuant LAS4000 (GE healthcare). Quantification of protein bands from western blot was performed using ImageJ/Fiji software (ver. 2.1.0/1.53c).

### Immunofluorescence

Cells were plated in a Nunc Lab-Tek II 8-well chamber slide (Thermo Fisher Scientific) and were allowed to adhere overnight. Cells were washed two times with phosphate-buffer saline (PBS) and fixed with 4% paraformaldehyde for 15 min at room temperature (RT). Fixed cells were washed with PBS and permeabilized with 100% ice-cold methanol for 10 min at − 20 °C. Samples were treated with 0.2% Triton-X in PBS for 10 min at RT. After blocking with 10% goat serum in PBS for 60 min at RT, samples were incubated with anti-maspin antibody (clone G167-70, 554292, BD Pharmingen, San Diego, CA, USA and clone EAW24, NCL-MASPIN, Leica Biosystems, Newcastle Ltd., UK) at 4 °C overnight, followed by incubation with Alexa Fluor 488-conjugated secondary antibody (Thermo Fisher Scientific). Cells transfected with the plasmid DNA expressing HaloTag-fused maspin were labeled with TMRDirect ligand (Promega) according to the manufacturer’s instructions. Slides were mounted by ProLong Diamond Antifade Mountant containing DAPI (Thermo Fisher Scientific). Confocal fluorescent images were obtained using confocal laser canning microscopy (FV1000D, Olympus, Tokyo, Japan).

### Cell proliferation assay

Cells transfected with either plasmid DNA or siRNA were plated in a 96-well plate (TPP, Trasadingen, Switzerland) and incubated for the time ranging between 24 and 72 h. Cell proliferation was determined using Cell Counting Kit-8 (Dojin Kagaku, Kumamoto, Japan) according to the manufacturer’s instruction. Absorbance at 450 nm and 600 nm wavelength was measured by the plate reader.

### Cell invasion assay

Cells transfected with plasmid DNA or siRNA were starved in serum-free medium for 18 h and then seeded into upper chamber of transwells with 8.0 μm pore size membrane in 24-well plate. The lower chambers were filled with a medium containing 10% inactivated FBS. After 48 h of incubation, QCM ECMatrix Cell Invasion Assay, 24-well (8.0 μm), fluorimetric kit (Merck Millipore, Billerica, MA, USA) was used to measure the cell invasion capability according to the manufacturer’s instructions. Fluorescence intensity was measured by the fluorescence microplate reader.

### Plasmid DNA preparation and lentivirus production

To generate the plasmid DNA expressing HaloTag-fused maspin (pHT-maspin), a full length maspin cDNA was amplified from MCF10A cells by PCR with a primer set (HT-maspin cln SgfI F, HT-maspin cln PmeI R) and ligated into pFN21A vector (Promega) according to the manufacturer’s instructions. Similarly, plasmid DNA expressing HaloTag and SV40 large T antigen derived NLS (amino acid sequence: PKKKRKV) was also constructed based on the pFN21A vector (a primer set: HT-maspin cln SgfI F, HT-maspin-NLS cln PmeI R).

For the production of a lentiviral vector capable of expressing maspin, maspin cDNA amplified from MCF10A cells by PCR with a primer set (Maspin cln HindIII F, Maspin cln NheI R) and ZsGreen cDNA, which encodes green fluorescent protein, from pZsGreen1-N1 (Takara Bio inc., Shiga, Japan) by PCR with a primer set (ZsGreen cln BsaI F, ZsGreen cln BsaI R) were linked by a P2A self-cleaving peptide (P2A-BsaI F, P2A-BsaI R) and then subcloned into pX333 vector (Addgene, #64073, Cambridge, MA, USA). Maspin-P2A-ZsGreen sequence and ZsGreen were subsequently amplified with an attB adapter primer set (attB1-maspin-ZsGreen F, attB1-ZsGreen F, attB2-maspin-ZsGreen R). Two attB-flanked PCR products were transferred into pDONR221 Gateway entry vector (Thermo Fisher Scientific) by using a BP Clonase II Enzyme mix (Thermo Fisher Scientific) and subsequently transferred into pLenti6.4/R4R2/V5-DEST destination vector (Thermo Fisher Scientific) with pENTR5/CMVp (Thermo Fisher Scientific) by using LR clonase II Plus Enzyme mix (Thermo Fisher Scientific) to generate lentivirus expression vector (pLenti/maspin-ZsGreen, pLenti/ZsGreen). pLenti/maspin-ZsGreen and pLenti/ZsGreen vectors were co-transfected with ViraPower Packaging Mix (Thermo Fisher Scientific) into 293FT cells, and lentivirus stocks were collected according to the manufacturer’s instructions. Primers and oligonucleotides used in plasmid DNA construction are listed in Supplementary Table S4.

### Establishment of MDA-MB-231 cell line for stable maspin overexpression

To establish MDA-MB-231 stable cell lines that overexpress either maspin-ZsGreen or ZsGreen alone (control), cells were infected with lentivirus-based vector and selected for lentiviral integration with 10 μg/mL blasticidin (Fujifilm Wako Pure Chemical Corporation, Osaka, Japan). The surviving clones were pooled to establish MB-231-maspin and MB-231-control cell lines.

### DNA microarray analysis

Total RNA from MB-231-maspin and MB-231-control cells was recovered using RNeasy Mini Kit (QIAGEN, Valencia, CA, USA) according to the manufacturer’s instructions. For DNA microarray analysis, isolated RNA was labeled using Cy5 and hybridized onto the 3D-Gene human mRNA oligo chip 25 k Ver 2.1 (Toray, Kamakura, Japan). The signal intensities of each gene were detected using 3D-Gene Scanner 3000 (Toray) and subtracted with the background mean and normalized to the value in which the median intensity was equal to 25. The dataset generated by gene expression microarray have been deposited in the NCBI Gene Expression Omnibus (GEO) repository (GSE144044). Gene expression profiles in which the mean of normalization values in MB-231-control or MB-231-maspin were higher than 10 were used for the analysis of DEGs using Excel (Microsoft Corporation, Redmond, WA, USA) and R studio (Version 1.2.5001). GO term enrichment analysis was performed with DAVID online tool.

### Statistical analysis

All experimental values were presented as mean ± standard deviation (SD). Data calculation was performed with Excel and R studio. Student *t* test was used for statistical comparison between two data sets. *P*-values less than 0.05 were considered to be statistically significant.

## Supplementary Information

Supplementary Figures.

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

# Supplementary material for: Role of cytoplasmic localization of maspin in promoting cell invasion in breast cancer with aggressive phenotype
**Source:** Sci Rep. 2021 May 31;11:11321. doi: 10.1038/s41598-021-90887-z
**Supplement:** Supplementary file 2 — Supplementary Figures.

Figure S7

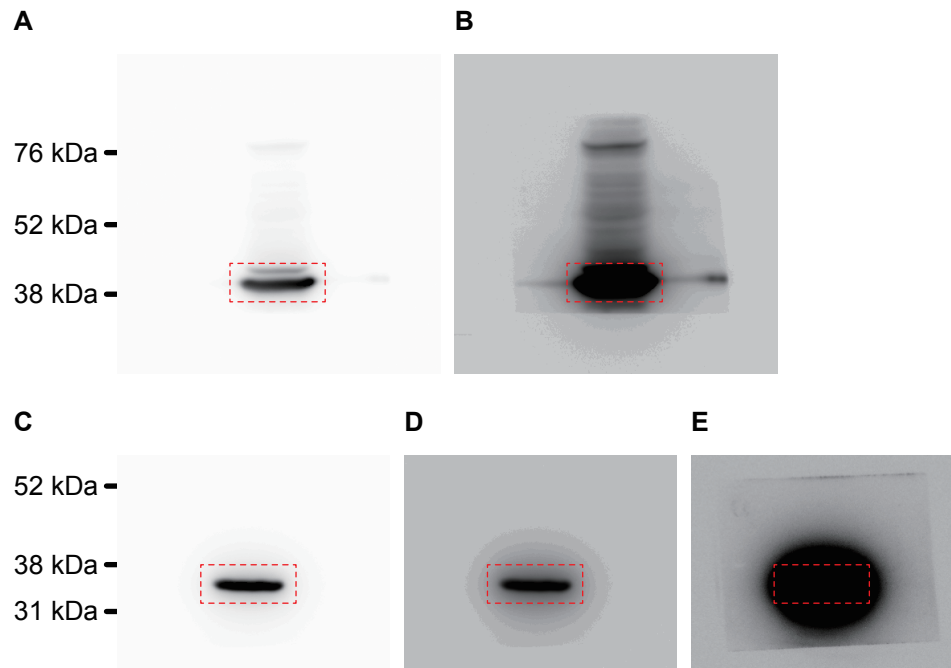

Figure S7 Whole western blots from Figure 1B in the manuscript. Amersham full-range rainbow molecularweight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A and C show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, D, and E are the same images as A and C, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S8

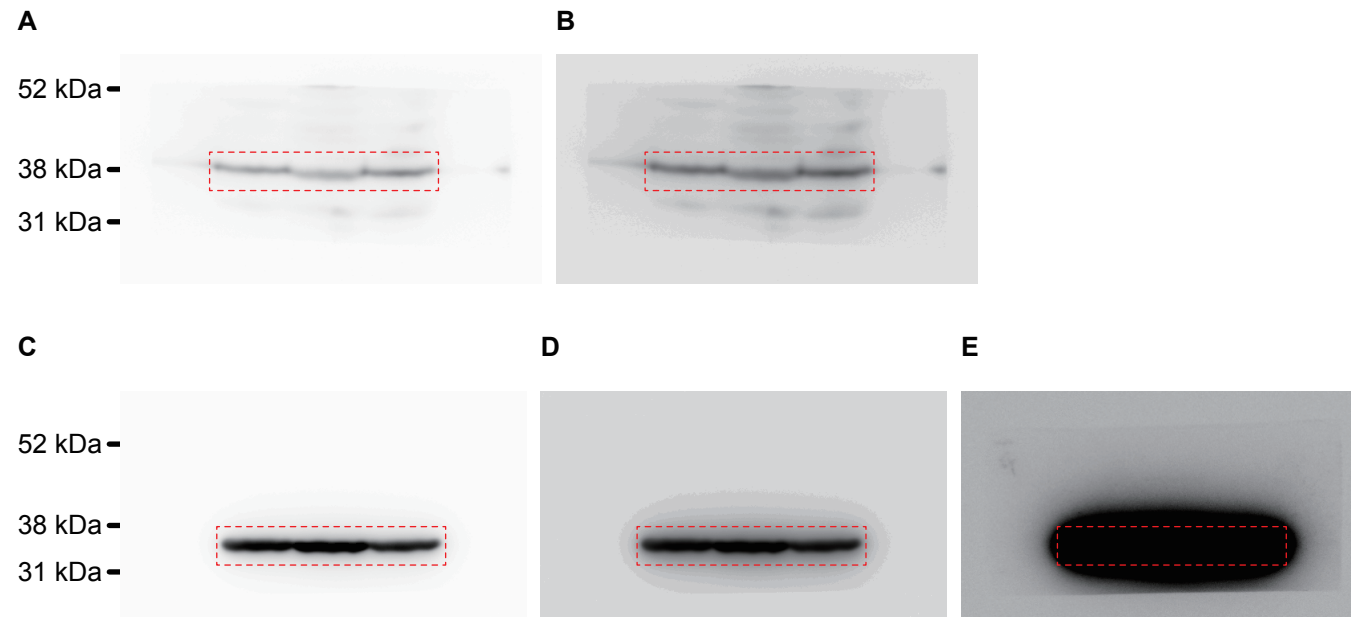

Figure S8 Whole western blots from Figure 1D in the manuscript. Amersham full-range rainbow molecularweight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A and C show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, D, and E are the same images as A and C, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S9

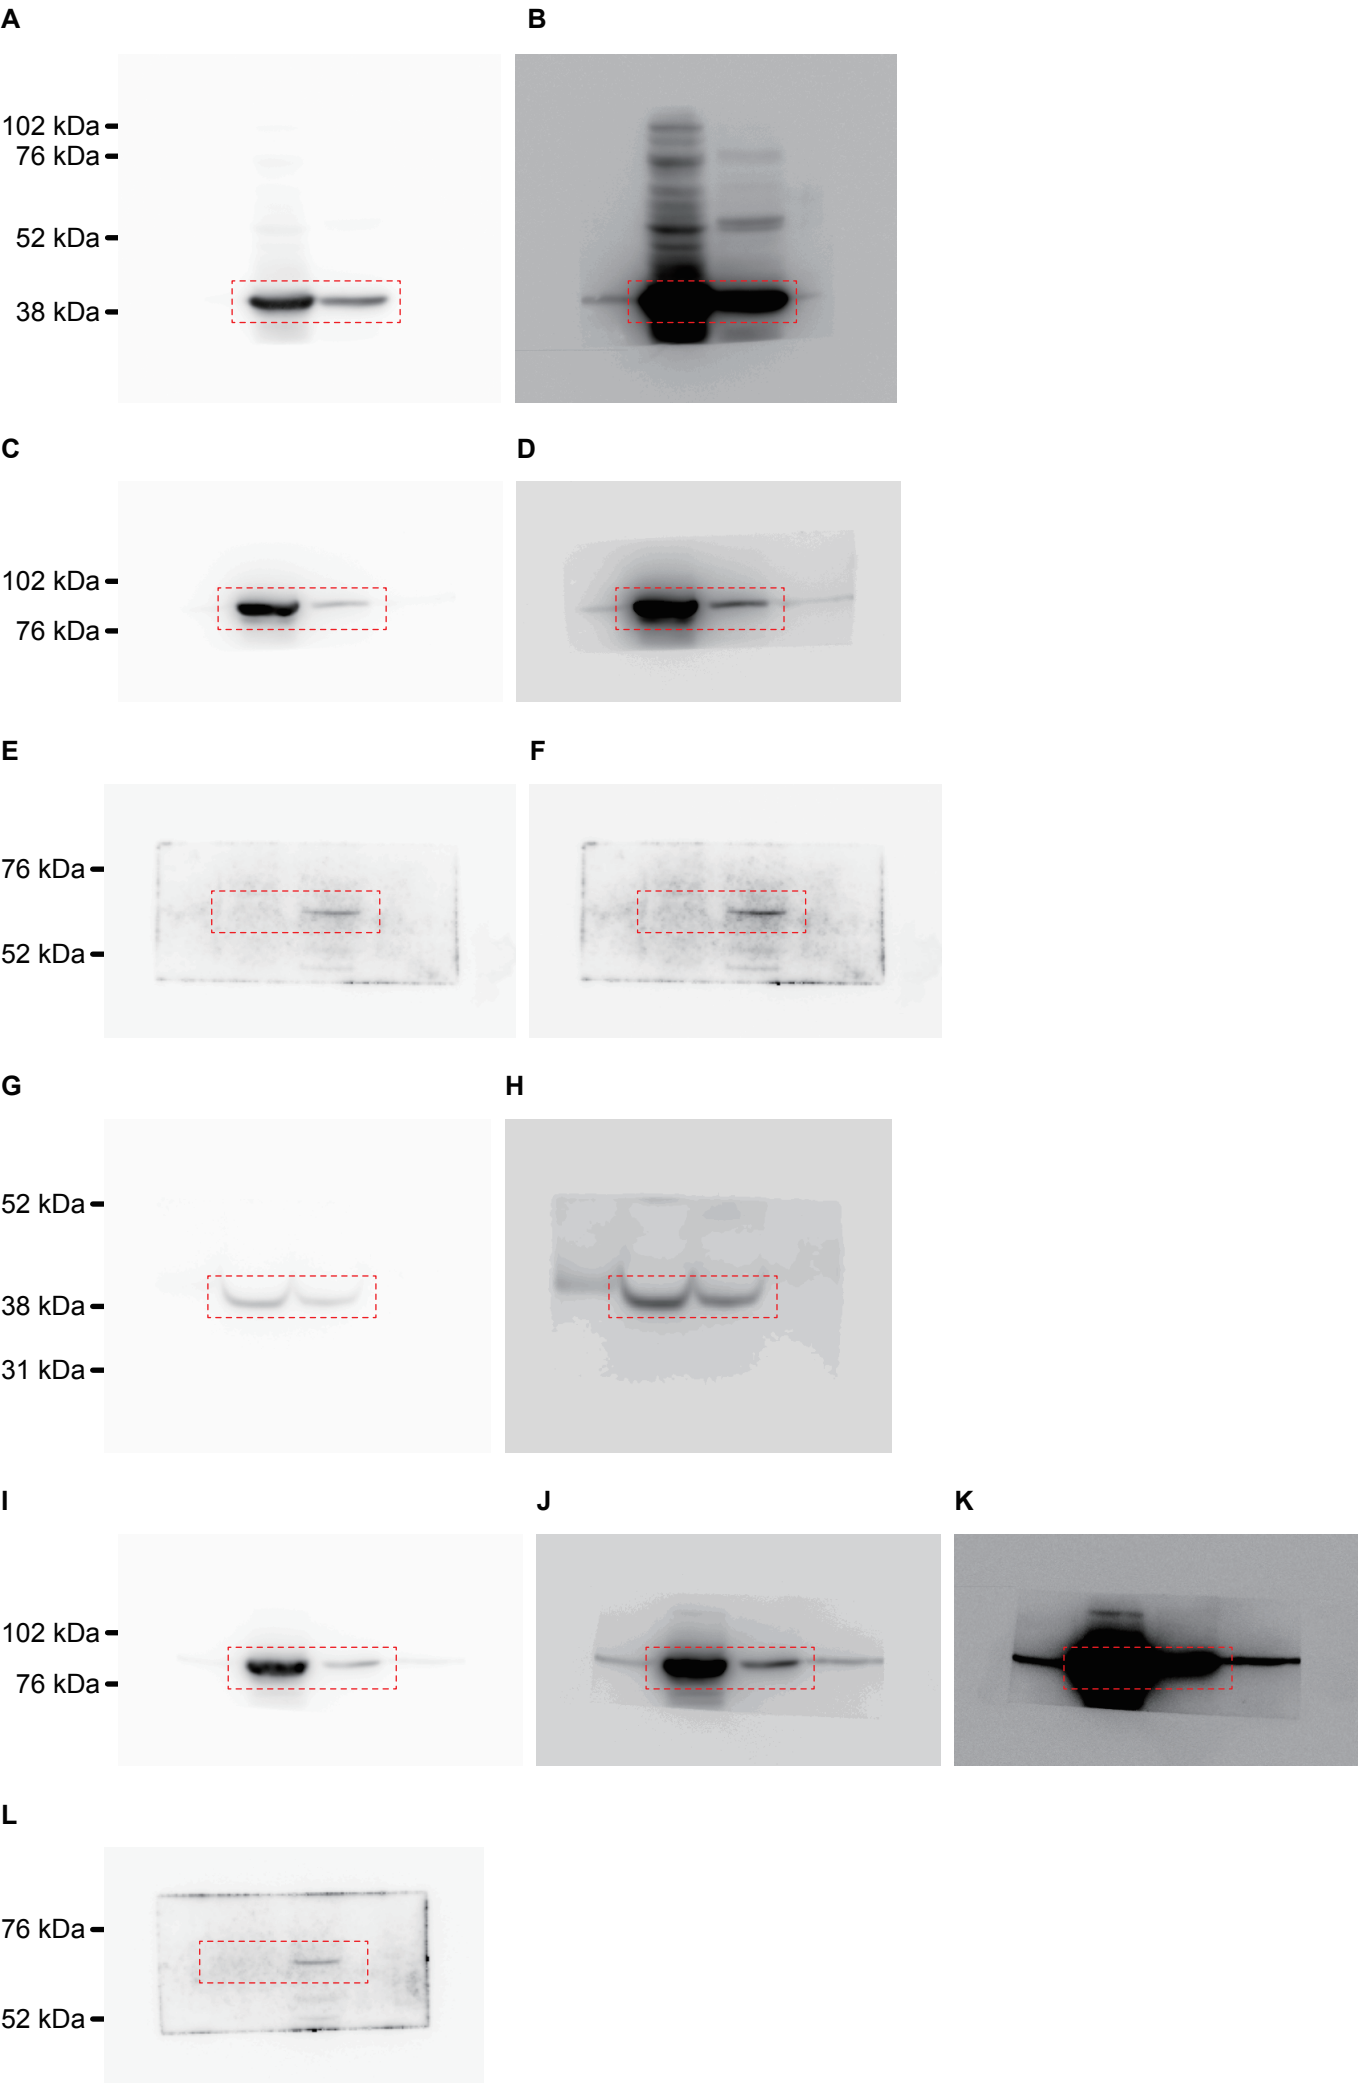

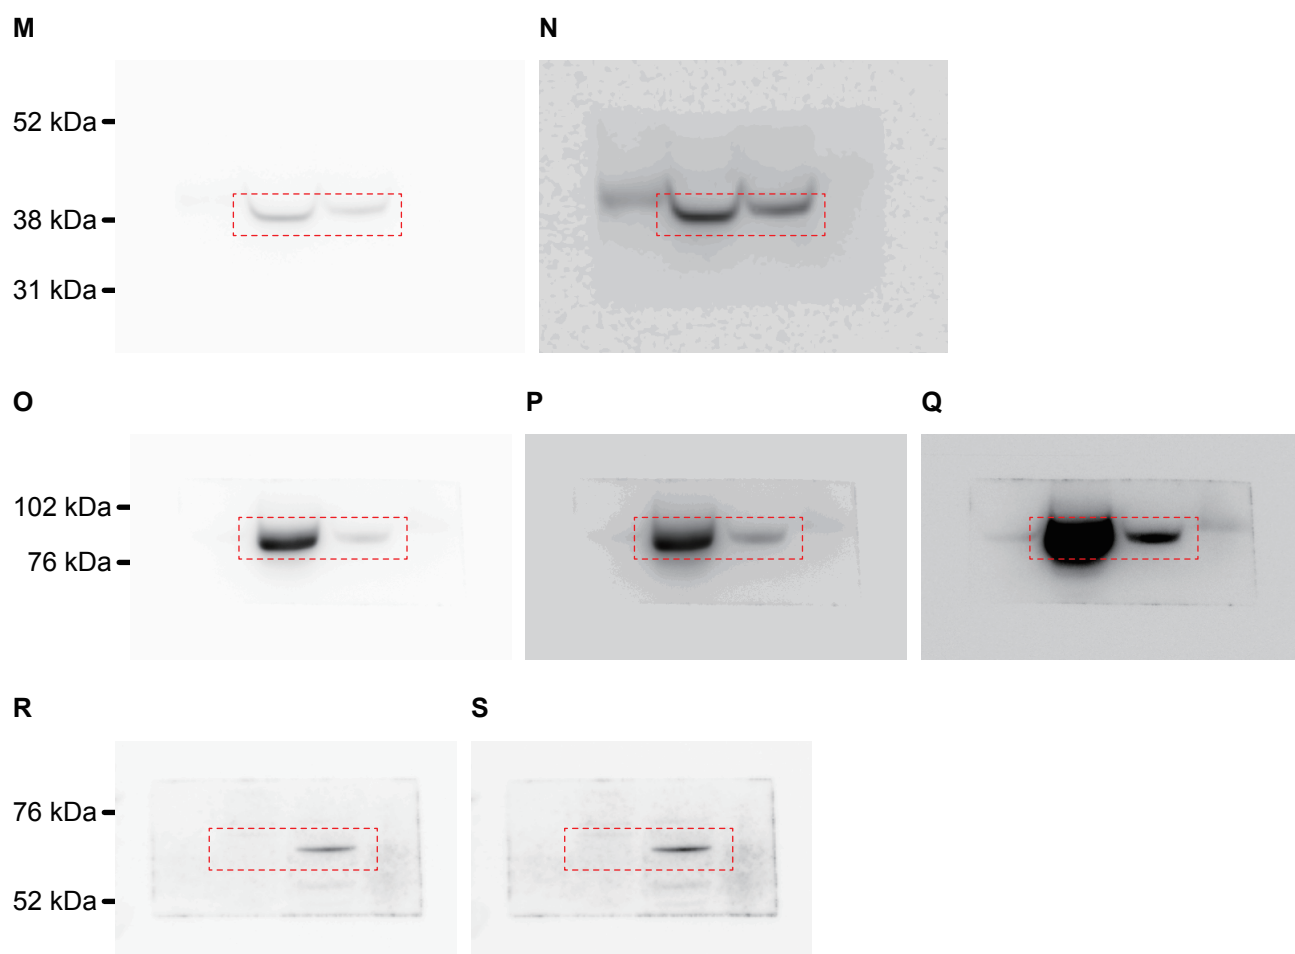

Figure S9 Whole western blots from Figure 1G in the manuscript. Amersham full-range rainbow molecular-weight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A, C, E, G, I, L, M, O, and R show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, D, F, H, J, K, N, P, Q, and S are the same images as A, C, E, G, I, L, M, O, and R, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S10

A

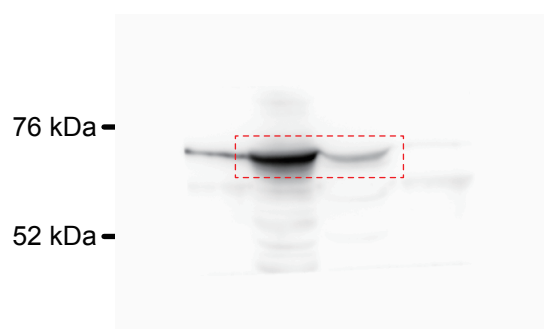

B

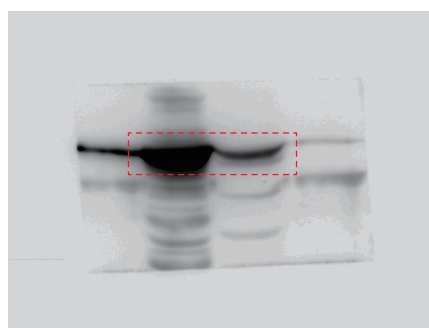

C

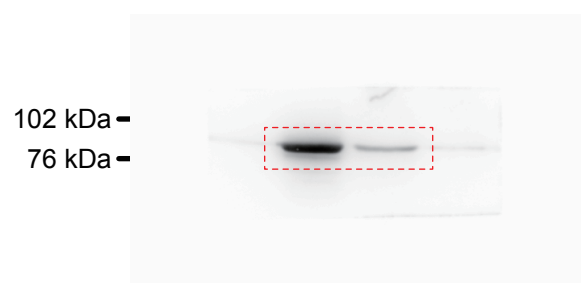

D

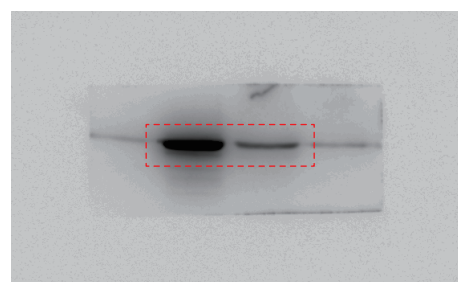

E

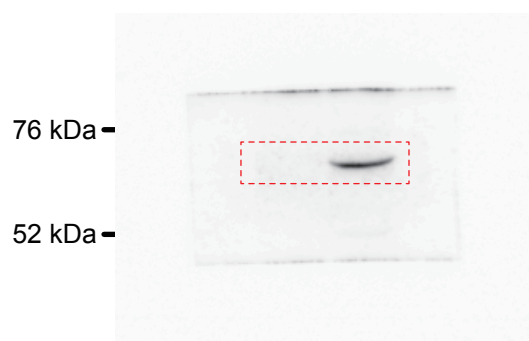

F

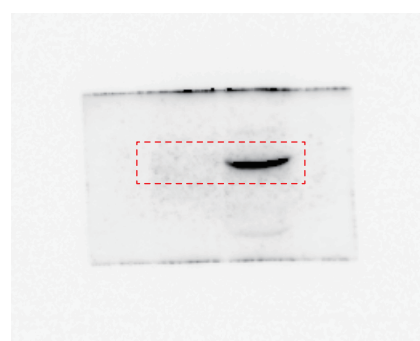

G

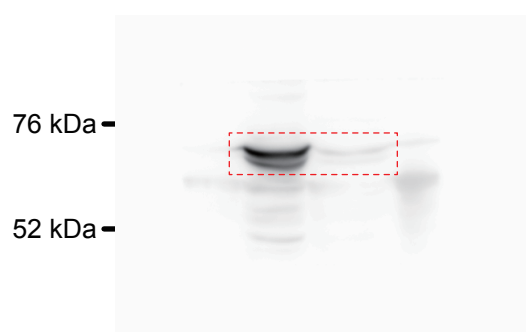

H

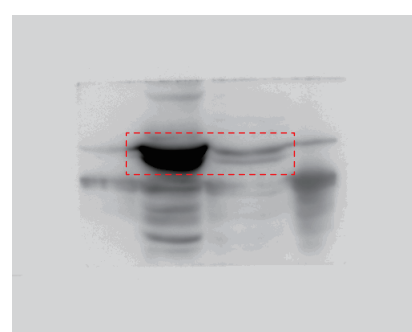

I

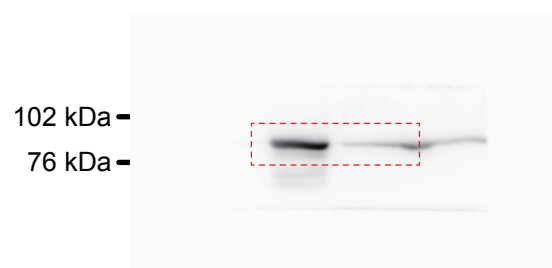

J

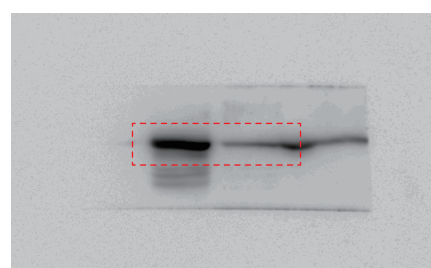

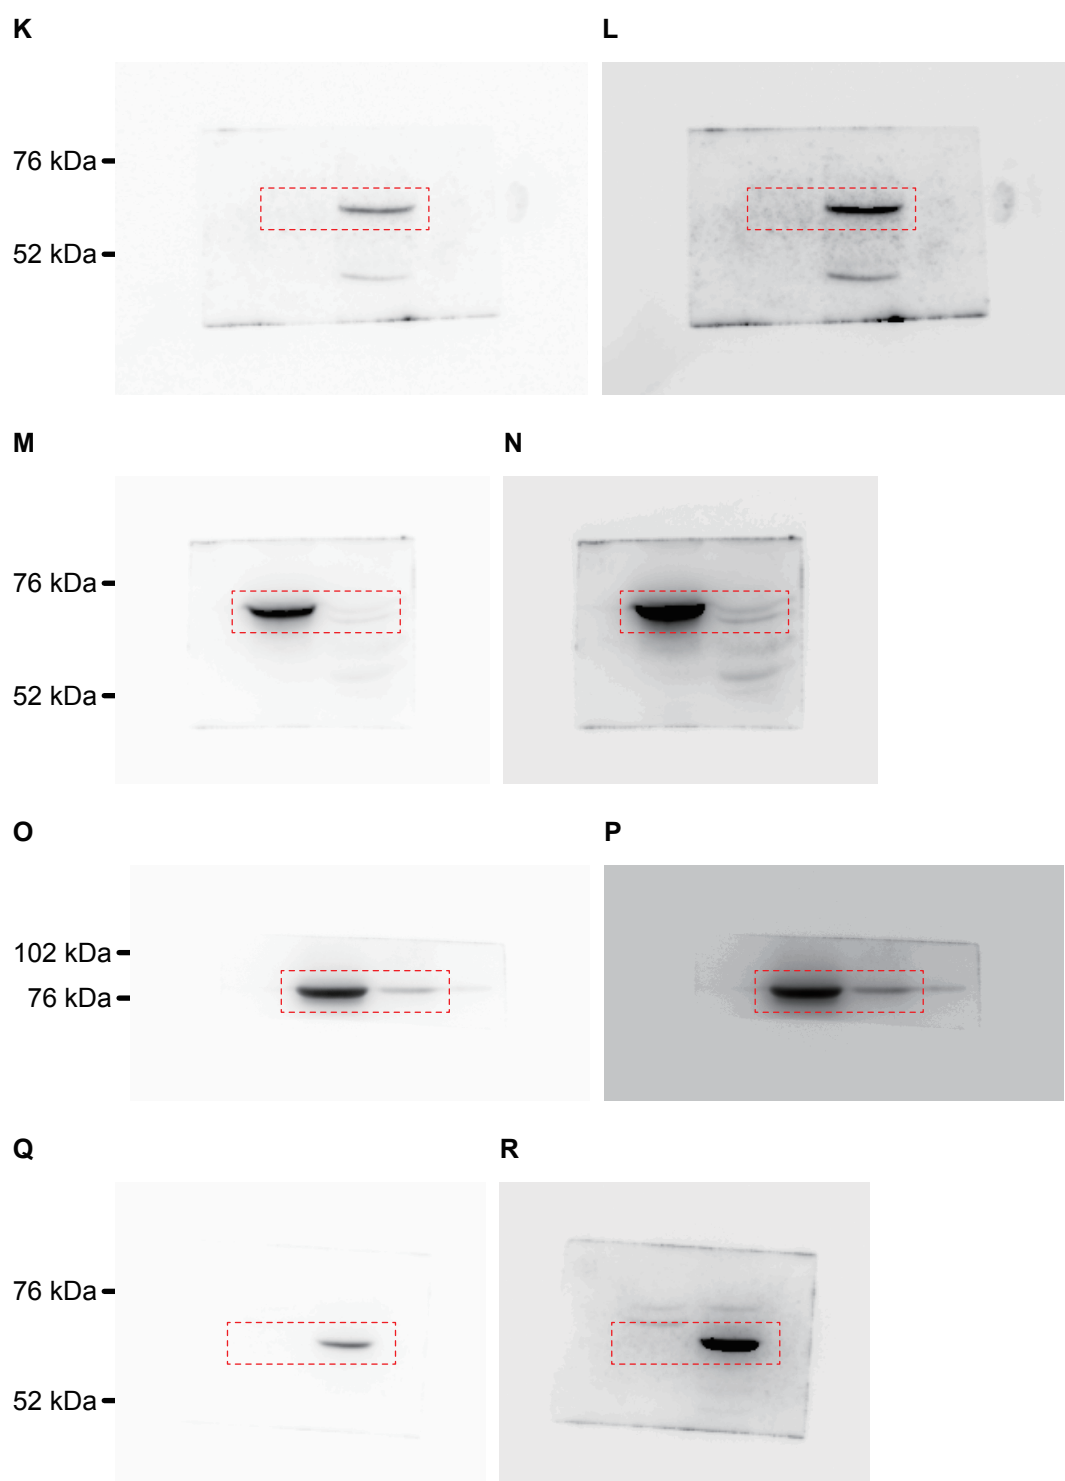

Figure S10 Whole western blots from Figure 2C in the manuscript. Amersham full-range rainbow molecularweight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A, C, E, G, I, K, M, O, and Q show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, D, F, H, J, L, N, P, and R are the same images as A, C, E, G, I, K, M, O, and Q, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S11

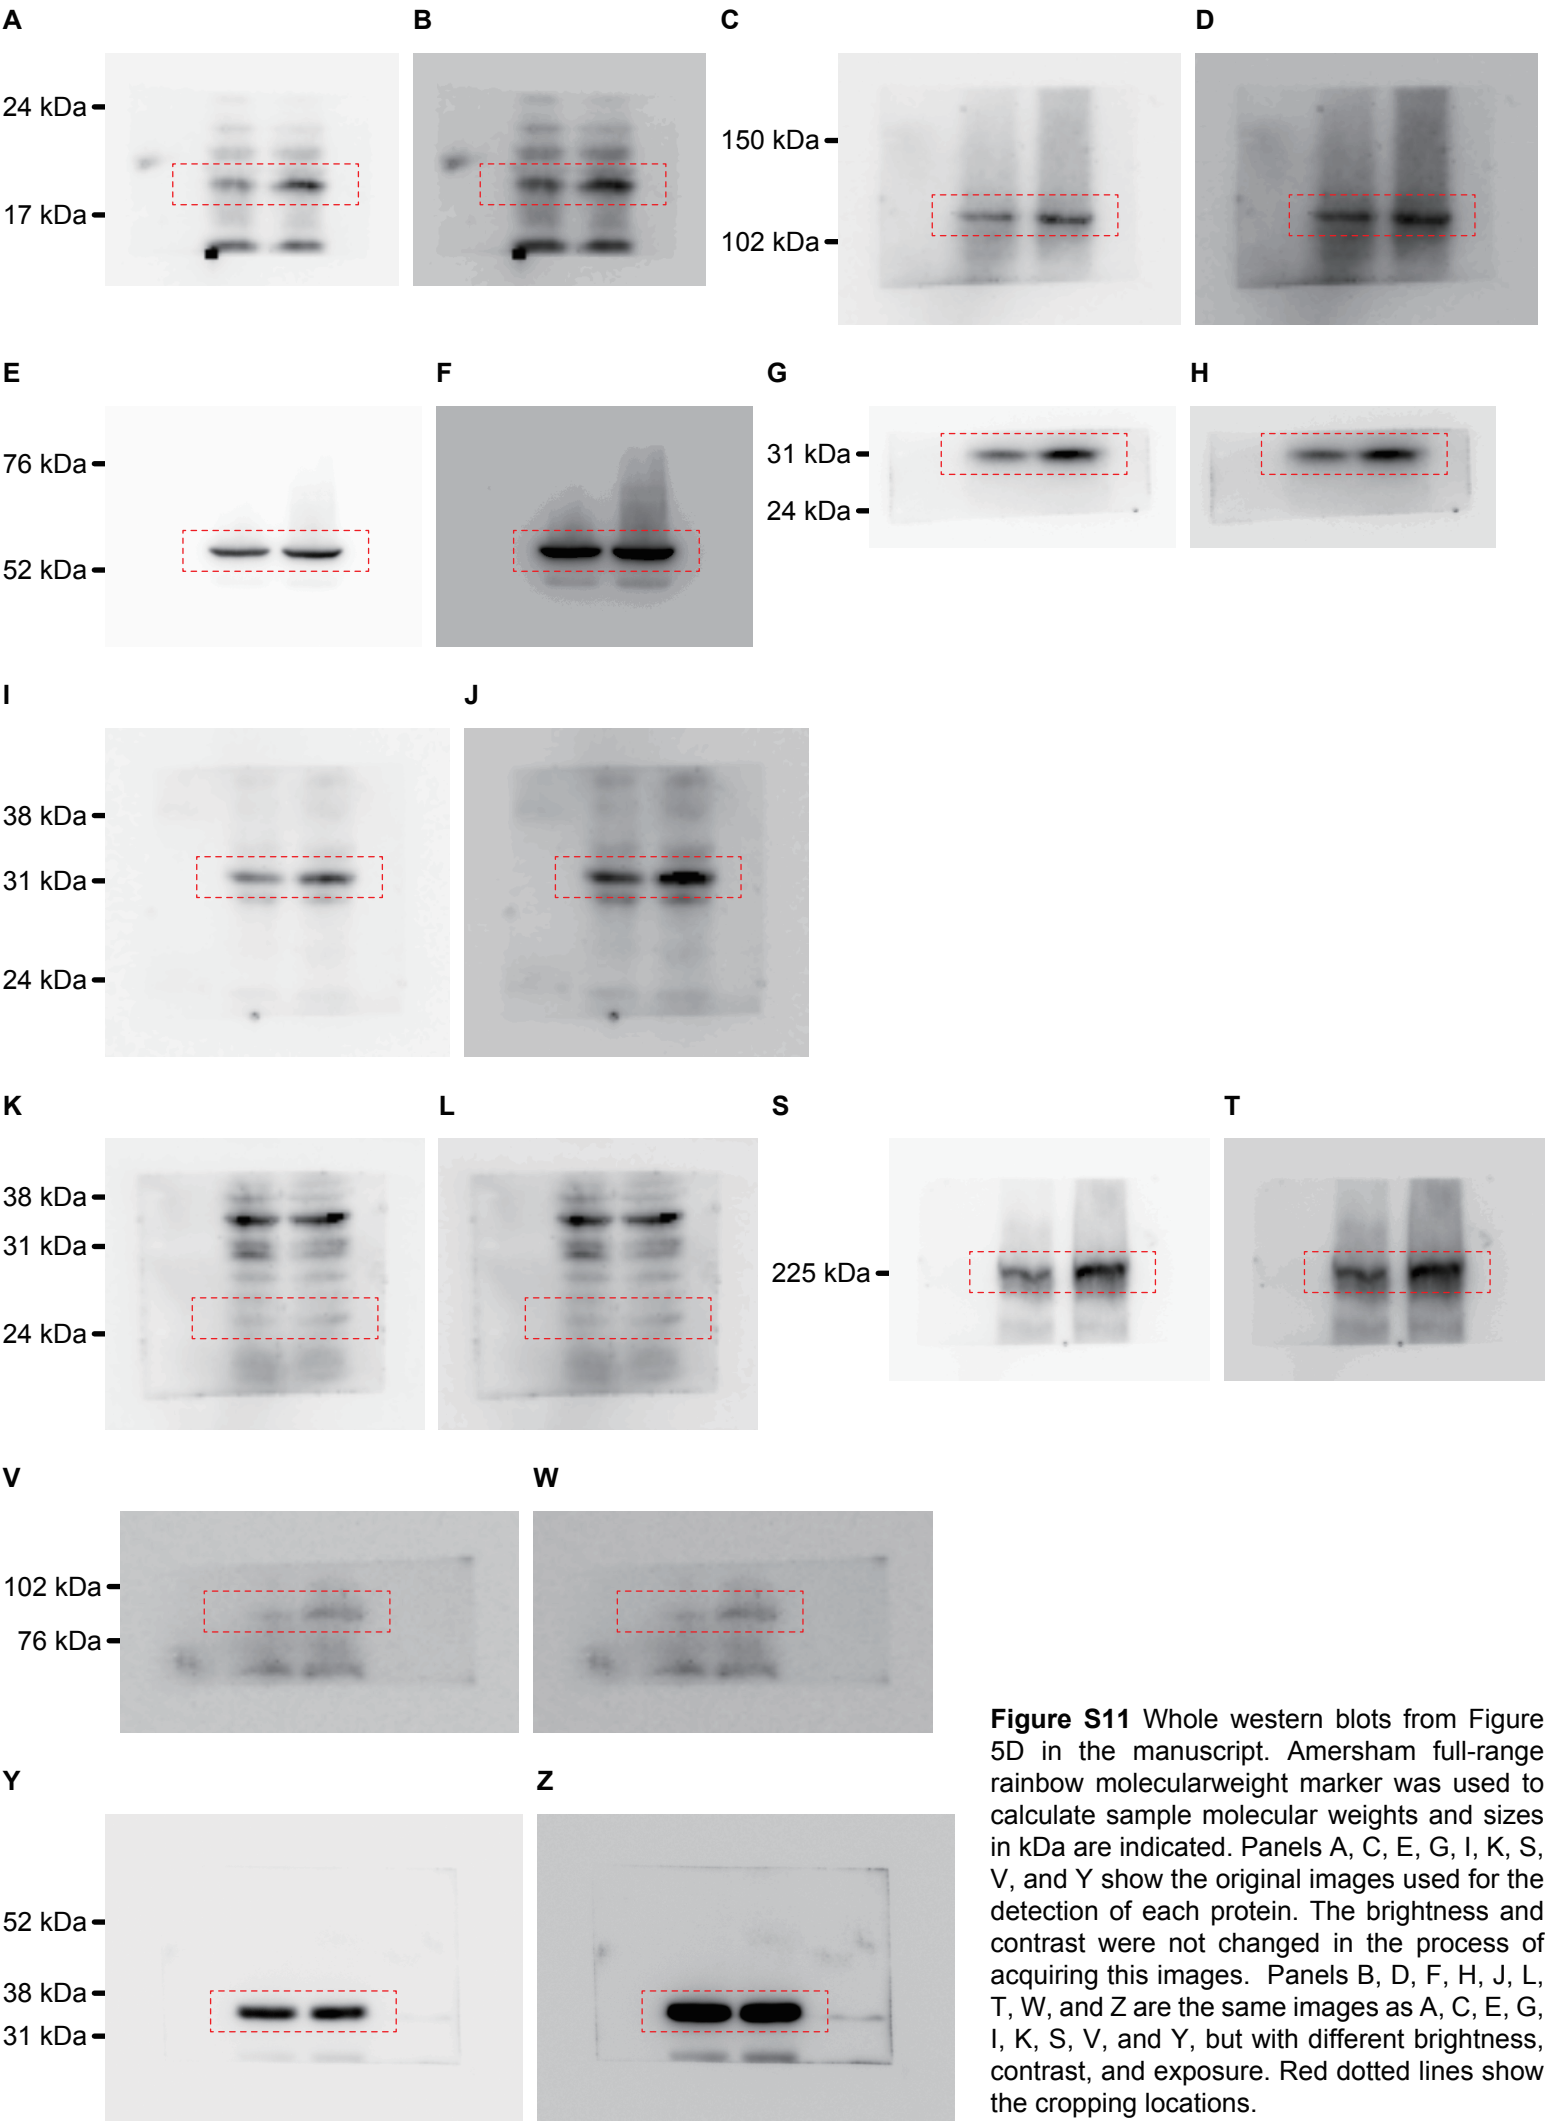

Figure S11 Whole western blots from Figure 5D in the manuscript. Amersham full-range rainbow molecularweight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A, C, E, G, I, K, S, V, and Y show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, D, F, H, J, L, T, W, and Z are the same images as A, C, E, G, I, K, S, V, and Y, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S12

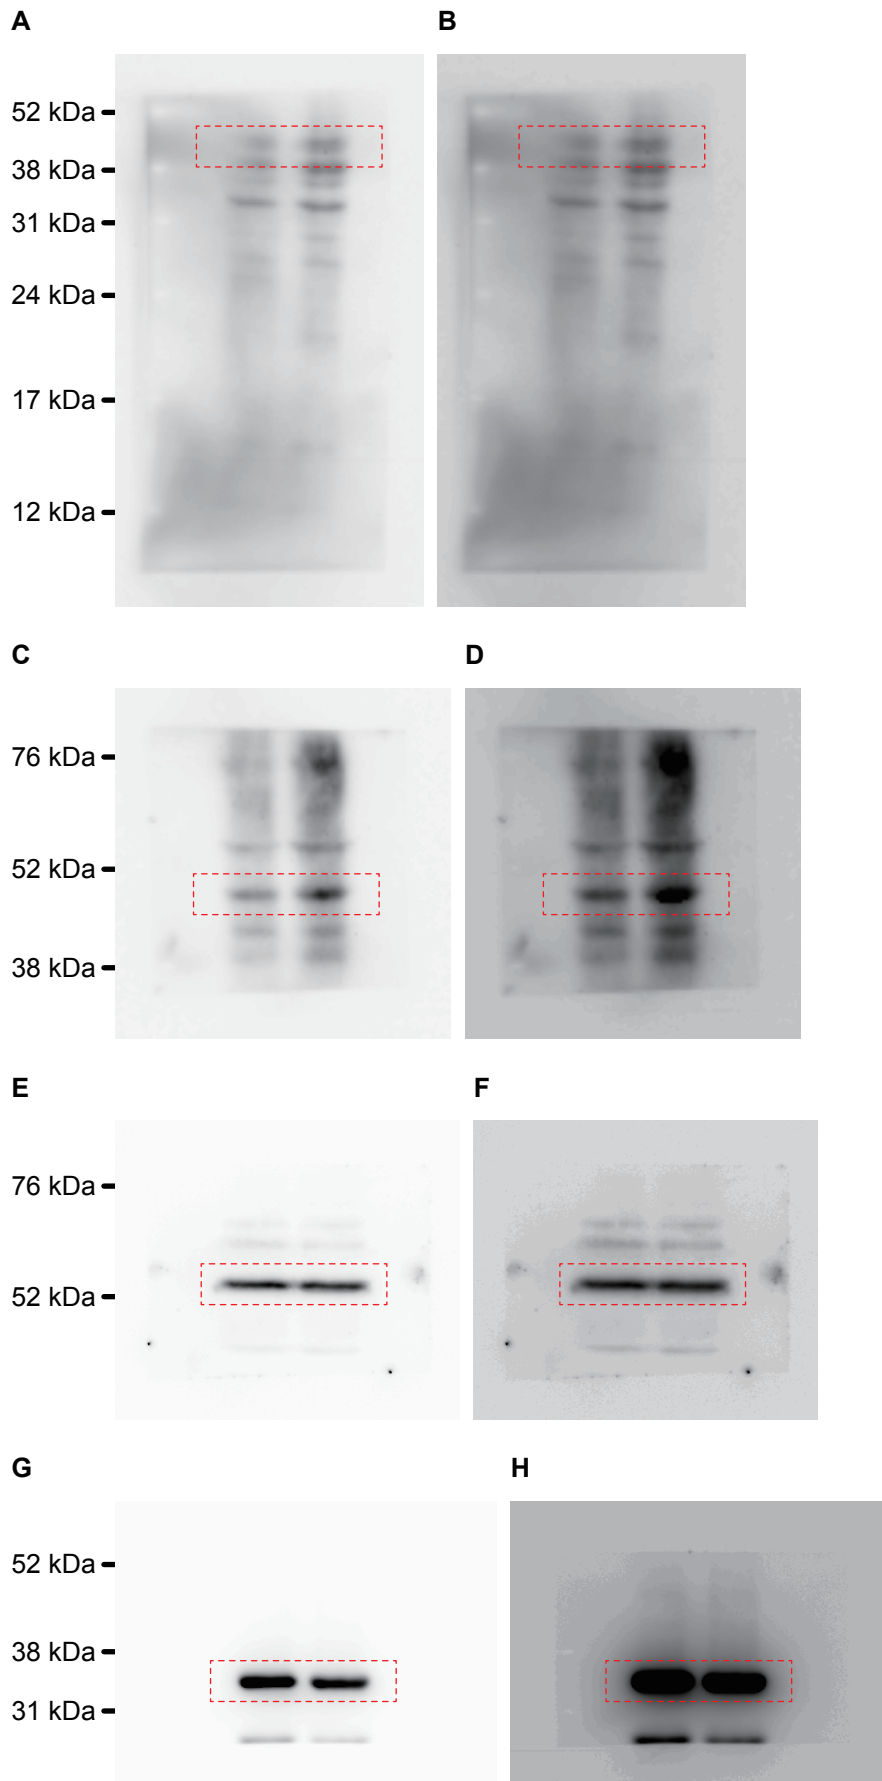

Figure S12 Whole western blots from Figure 5F in the manuscript. Amersham full-range rainbow molecularweight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A, C, E, and G show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, D, F, and H are the same images as A, C, E, and G, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S13

A

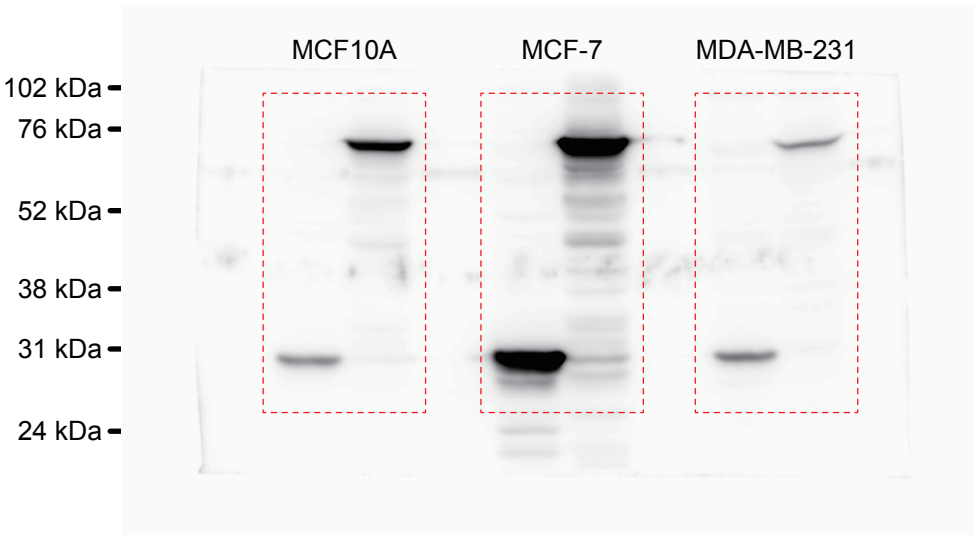

B

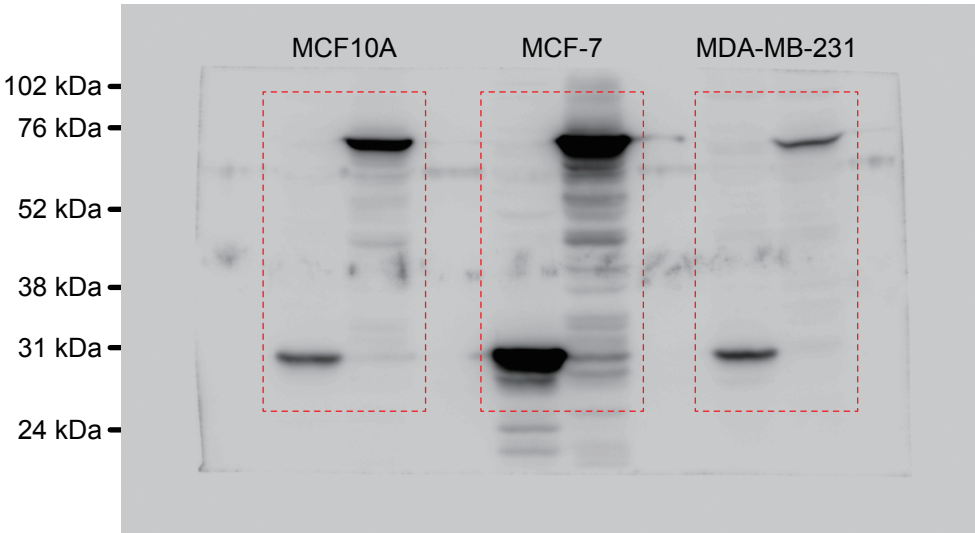

C

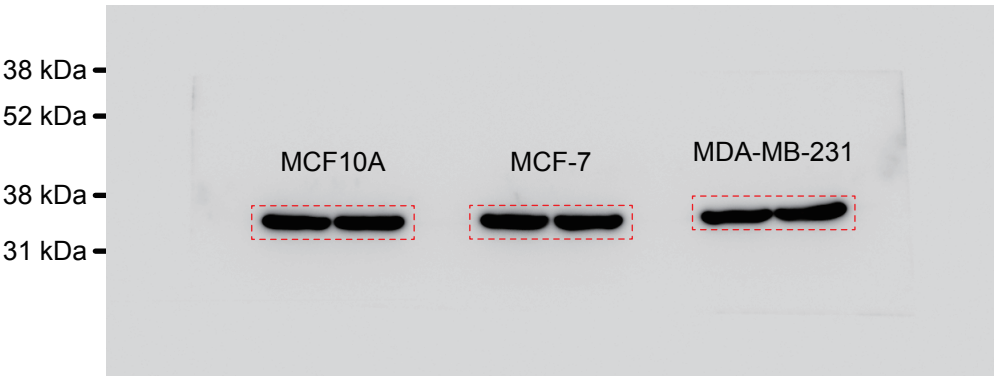

D

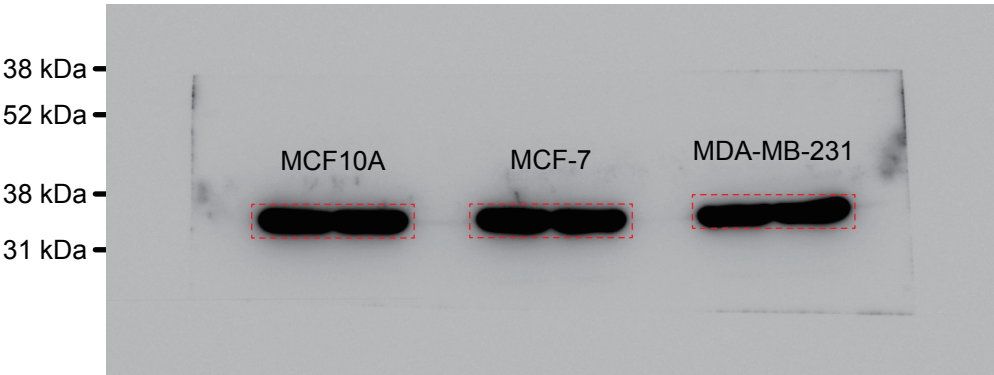

Figure S13 Whole western blots from Supplementary Figure S2D in the manuscript. Amersham full-range rainbow molecular-weight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A, and C show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, and D are the same images as A, and C, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S14

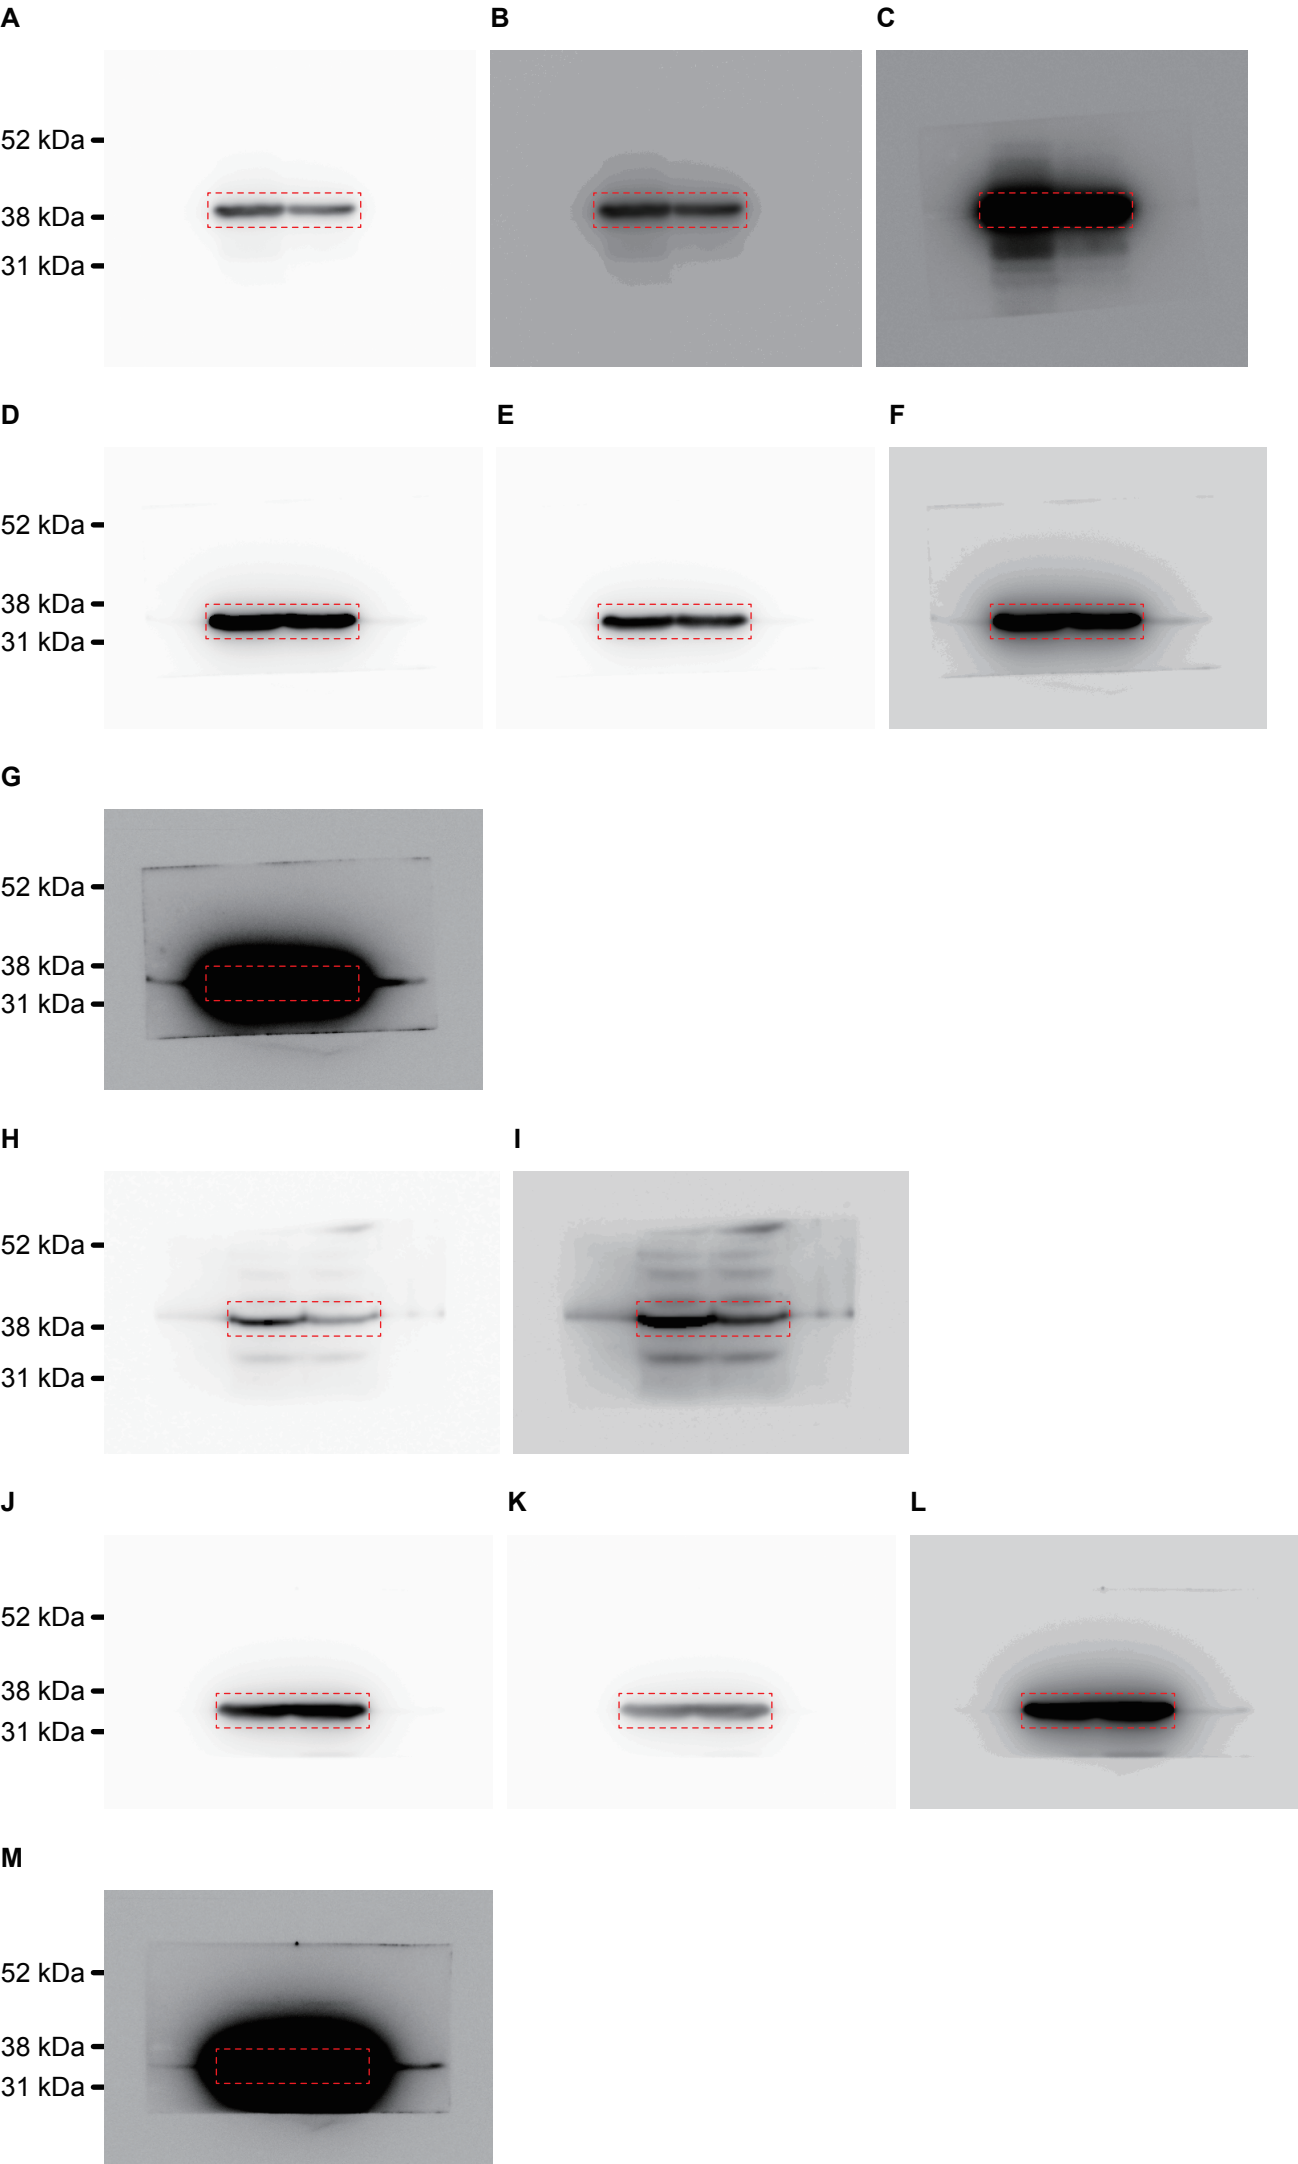

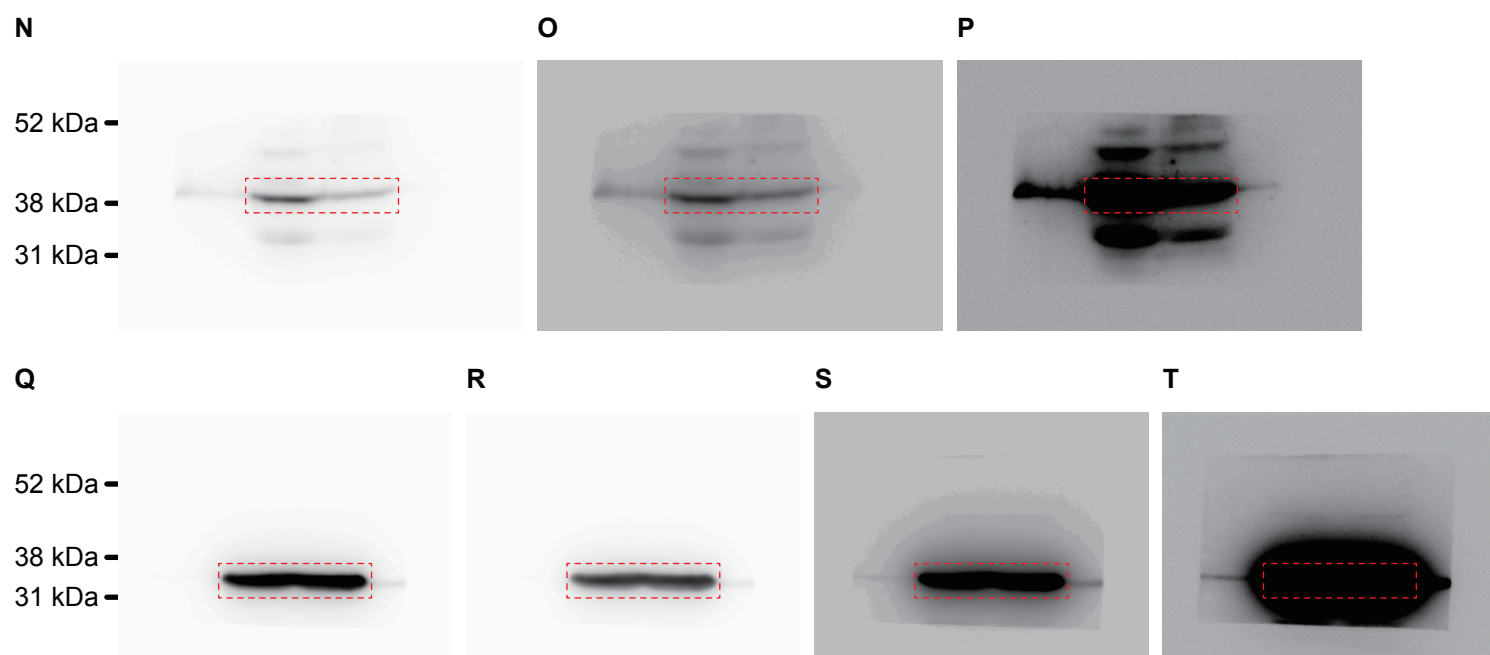

Figure S14 Whole western blots from Supplementary Figure S3D in the manuscript. Amersham full-range rainbow molecular-weight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A, D, H, J, N, and Q show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, C, E, F, G, I, K, L, M, O, P, R, S, and T are the same images as A, D, H, J, N, and Q, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S15

A

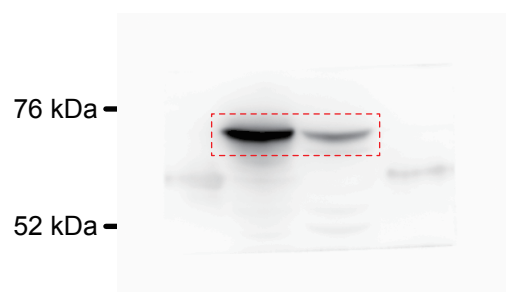

B

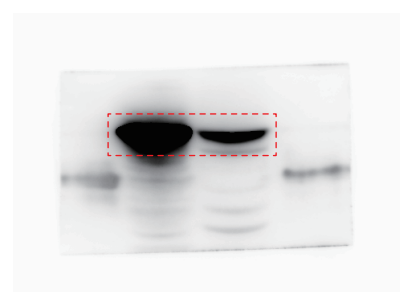

C

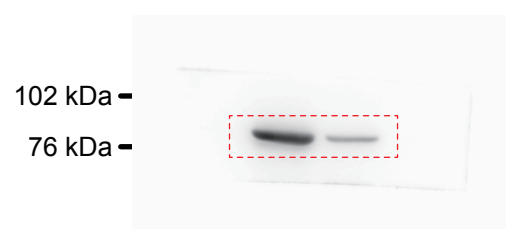

D

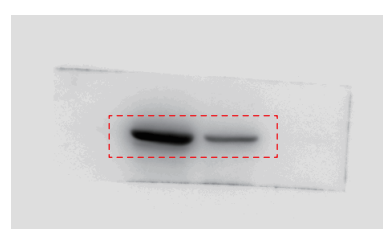

E

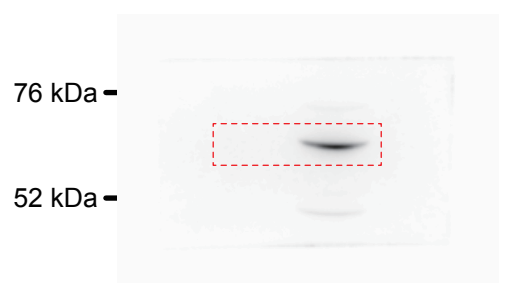

F

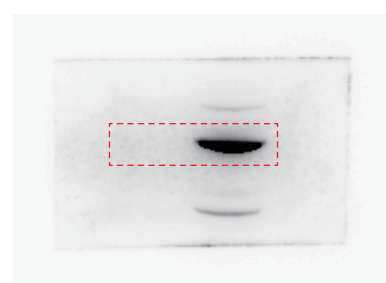

G

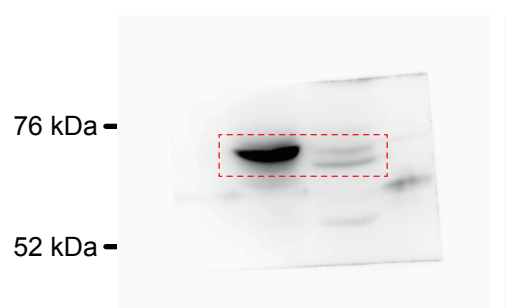

H

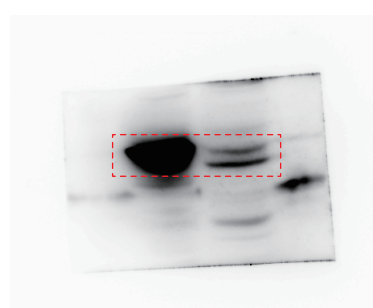

I

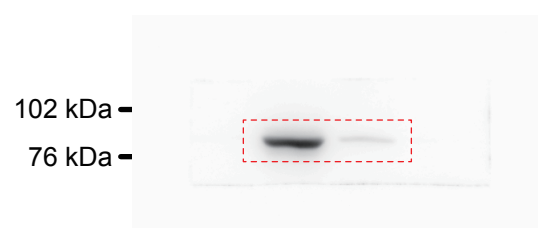

J

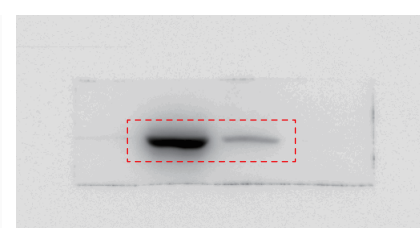

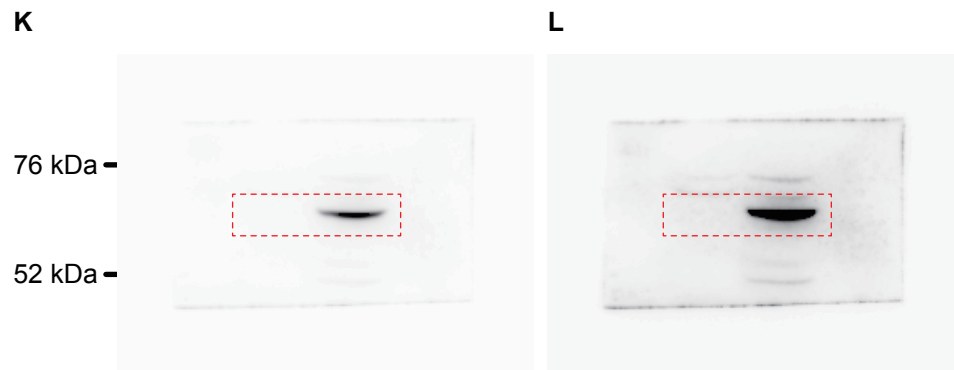

Figure S15 Whole western blots from Supplementary Figure 4C in the manuscript. Amersham full-range rainbow molecularweight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A, C, E, G, I, and K show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, D, F, H, J, and L are the same images as A, C, E, G, I, and K, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

Figure S16

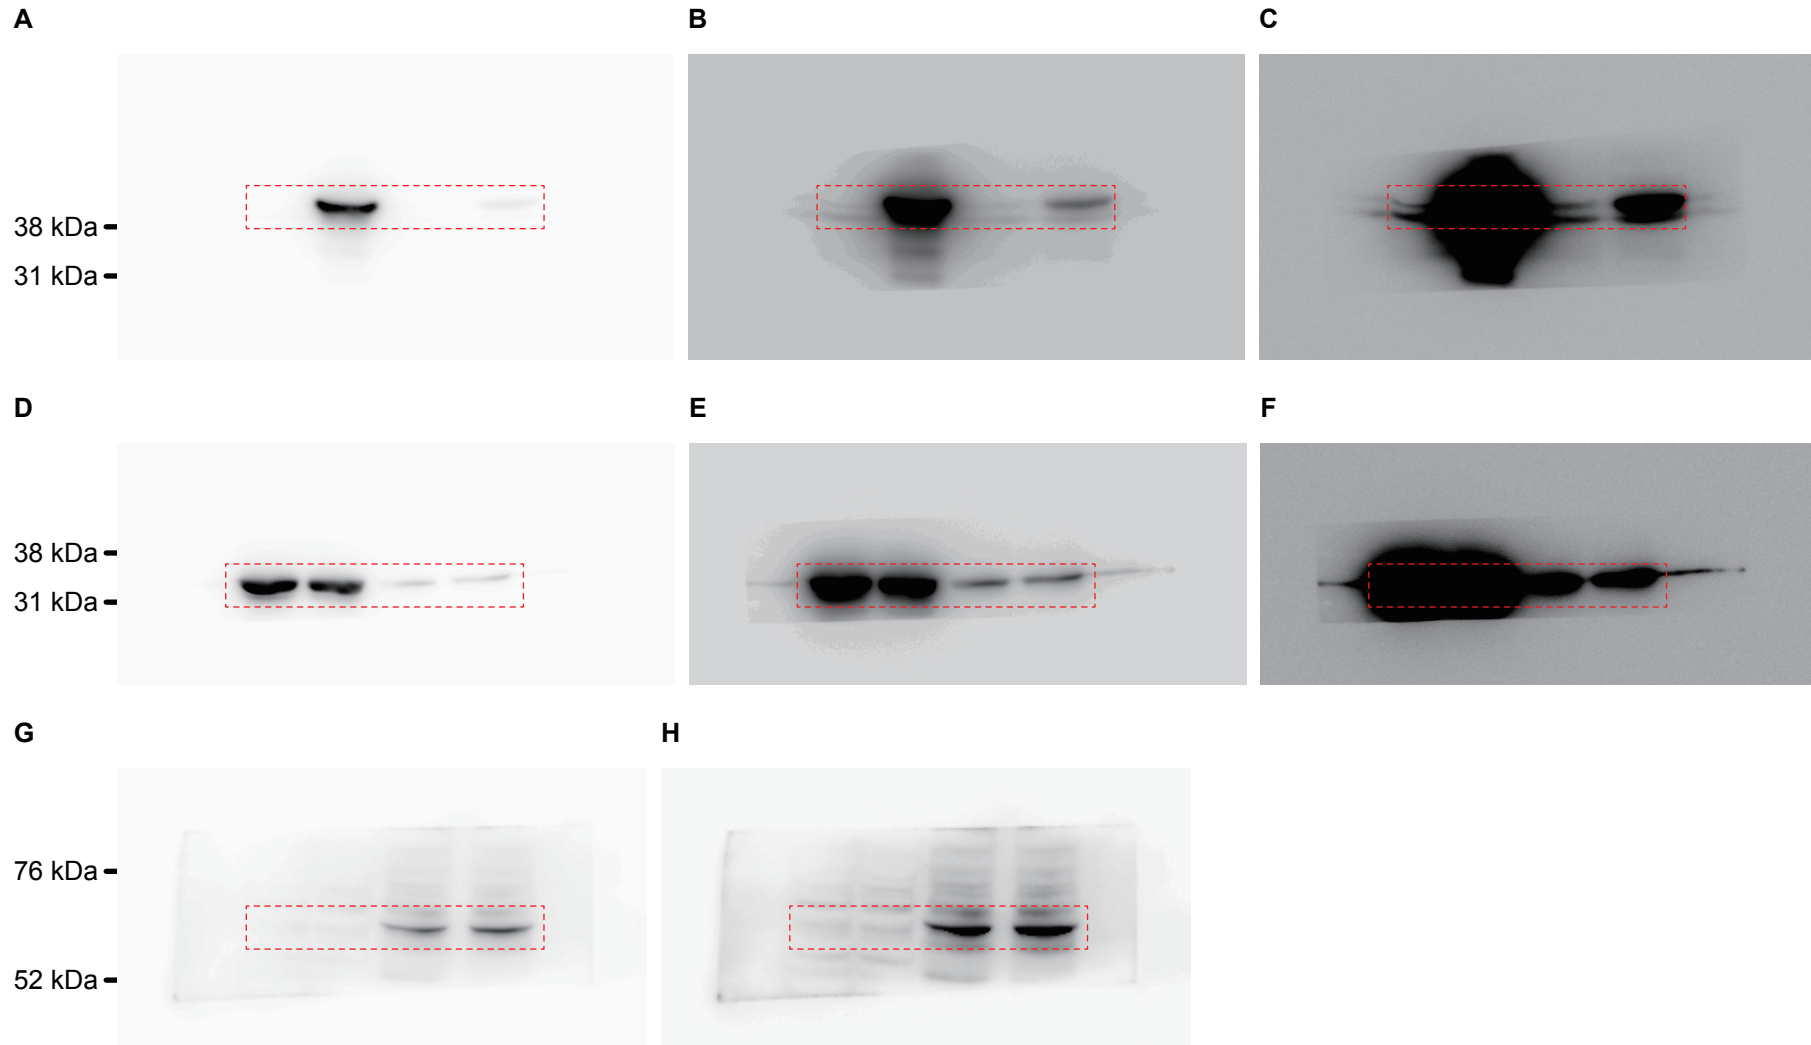

Figure S16 Whole western blots from Supplementary Figure S5B and S5C in the manuscript. Amersham full-range rainbow molecularweight marker was used to calculate sample molecular weights and sizes in kDa are indicated. Panels A, D, and G show the original images used for the detection of each protein. The brightness and contrast were not changed in the process of acquiring this images. Panels B, C, E, F, and H are the same images as A, D, and G, but with different brightness, contrast, and exposure. Red dotted lines show the cropping locations.

How the deposited data were processed for this re-analysis (not part of the article)

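Total RNA of the control line and the maspin line was measured on 6 1-colour 3D-Gene arrays, 3 labelled for each line, taken as 2 groups from the sample labels and the paper's methods. The scanner files give for each spot a raw intensity, an intensity after the authors subtracted the background of the array, and a globally normalized intensity that the authors scaled to an array median of 25. The background the files hold lies close to the mean of 384 blank spots after the highest and lowest 5% are left out (70.3139 against 70.3156 on the array with the highest), and a probe close to it is left blank. The deposited table of the whole series holds the same normalized values rounded to whole numbers, treated as a score on the scale of the scanner files. It differed from them by at most 0.5, with the same blanks.

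Of 24460 probes, 22967 carry a gene symbol and 1493 do not; 33 symbols that a spreadsheet had turned into dates were restored through the Entrez identifier. The probes name 19771 genes, 3009 of them by more than 1 probe, and the probe with the highest mean stood for the gene. As in the study's methods, genes with a mean normalized intensity above 10 in either group were kept, if measured on at least 2 arrays of each group. The log2 values of 12767 genes were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, maspin minus control, with Benjamini-Hochberg adjustment at 0.05; the prior had 4.02 degrees of freedom beside 4 residual ones. The paper's statistics section names Student's t-test and its methods name no adjustment. 3 arrays against 3 cannot give an exact permutation p under 0.1, so single genes are given with limma's adjusted p. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

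Genes named in the text were set by a rule: every gene the paper names, the 10 largest increases and decreases among genes past the adjusted threshold whose arrays do not overlap between the groups, and of each gene list up to 4 members past the threshold or, where none passed, the 2 with the smallest p; for 2 genes that the rule names, the result is not reported. Table S1 and Fig. 4B had been seen when the rule and the lists were written. The 10 largest increases and decreases were taken only from genes with a value on all 6 arrays. LPL and GALNT14, blank on control replicate 3, therefore fall outside the rule. They were chosen after their values were seen. The lists are mesenchymal markers, EMT transcription factors, epithelial markers, TGFβ pathway components, TGFβ/SMAD3 target genes, BMP/ID target genes, ERK/MAPK output genes, EGF family ligands and receptors, matrix proteases and inhibitors, proteoglycans and hyaluronan, cell cycle, apoptosis and genes linked to maspin or HDAC1, interferon-stimulated genes, MHC class II, NF-κB and inflammatory cytokines, NRF2 and aldo-keto reductases, hypoxia, the pregnancy-specific glycoprotein and CEACAM family, cancer-testis genes, the serpin B cluster, unfolded protein response, ribosomal proteins, reference genes, basal mammary epithelial markers, luminal breast cancer markers and leukocyte markers. They were tested with camera at a correlation of 0.01, adjusted over the 26 lists, over the 12762 genes with a value on all 6 arrays. The lists were fixed before the data were examined, except for Table S1, which comes from the same arrays.

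The code was tested on simulated data. In a simulation of 12767 genes on 3 arrays against 3, limma at an adjusted p under 0.05 recovered 2% of genes changed 1.2-fold, 64% of those changed 1.5-fold, 98% of those changed 2-fold and 98% of those changed 3-fold; the methods' t-test recovered 2%, 4%, 38% and 56%. Of 12544 unchanged genes, limma called 2. The simulated values varied independently, with variances drawn from the prior that limma fitted, a setting that favours limma over the t-test. The real arrays differ: another split of them gave 1964 genes at an unadjusted p under 0.05 in limma. These rates therefore check the code and may not hold for the real arrays.

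The alternatives chosen at the same time as the lists were the methods' t-test on log2 and on linear values, an intensity trend with a robust prior, array weights, no filter and a mean above 50, quantile normalization, normexp with an offset of 50 followed by quantile normalization, log2(value + 10) with blanks as 0, the deposited rounded table, every probe tested by itself, the replicate number as a block, and each array left out in turn. For the lists they were an estimated correlation, fry, both filters, quantile normalization, the block and each array left out. Added after the data were seen were quantile normalization over the tested genes only and limma's default method for array weights, which did not converge, so that its gene-by-gene method stands as the planned one. No slide or scan date is given in the files used here, so no such block was run. The GO column of the array annotation was not used for enrichment, since for 11 of the 59 genes higher by 1.5-fold in Table S1 the entry was withheld and 8 had no term. The number of arrays limits the precision of every value.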

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

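The tests of SERPINB5 in this part, and the choice of the pregnancy-specific glycoprotein and CEACAM family, were made only after their results were seen. The genes here are ones that the paper's text does not discuss and whose signal lay above, or for decreases below, the level on the arrays labelled MB-231-control. On the arrays labelled MB-231-maspin, ALPK2 had a log2 fold change of 2.68, IL24 of 2.30 and PGM5 of 2.19, each higher on 3 of 3 arrays (adjusted p = 2.87e-05, 2.93e-04 and 4.45e-04 from limma). These 3 were dim on the arrays labelled MB-231-control, and the size of their folds depends on the background: it was 0.58, 0.63 and 0.39 with normexp, and 1.07, 1.11 and 0.77 with log2(value + 10). S100P had -1.72, AKR1C2 -1.50 and GLTPD2 -1.46, each lower on 3 of 3 arrays (adjusted p = 5.30e-05, 1.58e-04 and 3.25e-04 from limma). Of the pregnancy-specific glycoprotein and CEACAM family, 5 of 8 tested members were higher, PSG5, PSG2, PSG8, CEACAM3 and PSG3, the last with a log2 fold change of 0.88 (adjusted p = 0.0317 from limma).

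The first pattern weighed is SERPINB5, whose probe was not higher on the arrays labelled MB-231-maspin. An exchange of 1 array between the groups would let another split of the arrays call more genes than the labelled one, but the 9 splits that exchange 1 array of each group called 0 genes at an adjusted p under 0.05 in limma, where the labelled split called 109; at an unadjusted p they called 13 to 1964 genes. Against labels exchanged as a whole as the only cause speaks that SERPINB5 lay under 10 on all 6 arrays, so that neither group shows a bright signal, and that the paper's RT-qPCR of SRGN runs the way of the labels. For so dim a probe, a log2 fold change of -0.40 with a standard error of 0.20 does not by itself exclude an exchange beside a probe that misses the vector's transcript. The RT-qPCR direction of SRGN speaks against such an exchange as well, but SRGN is a single gene. A probe outside the part that the vector carries may be the cause, with a log2 ratio of group means of -0.38, but its sequence is not in the files used here. No biological explanation was tested.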

How the results depend on the processing

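The 2 alternatives marked as added were chosen after the data were seen. Of the 88 named genes that were tested, none that passed changed sign in any of 20 alternatives. In 1482 gene and alternative pairs the call was the same, in 229 it was lost and in 17 gained; 28 sign differences fell on 10 genes that did not pass. All 109 genes past the adjusted threshold kept their direction wherever they were tested, 108 of them in the rounded table and 50 with a mean above 50. What the arrays limit is the dim end: fold sizes near the level of negative control spots moved most, with normexp and with log2(value + 10). Stricter filters and left-out arrays leave fewer genes or samples by construction; for the other alternatives the cause was not tested.

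The number of genes at an adjusted p under 0.05, 109, was 21 in the methods' t-test on log2 and also on linear values, 273 with array weights, 55 with no filter, 43 with a mean above 50, 239 with normexp, 226 with quantile normalization over the tested genes only (added), 70 with limma's default array weights (added), and 29 to 222 with 1 array left out. With 1.5-fold as well, 80 became 12 in the t-test on either scale, 53 with no filter, 31 with a mean above 50, 29 with normexp, and 29 to 103 with 1 array left out. At an unadjusted p, 1702 became 1062 with a mean above 50 and 994 to 3313 with 1 array left out. At an unadjusted p and 1.5-fold, the 63 higher genes became 128 with no filter, 24 with a mean above 50, 17 with normexp, 36 with log2(value + 10), 139 with default array weights (added), and 51 to 115 with 1 array left out; the 40 lower genes became 121, 17, 14 and 25 in the first 4 of these and 41 to 57 with 1 array left out. Of the 26 gene lists, 9 passed; 0 did with an estimated correlation, 2 with fry, and 9 to 14 with 1 array left out.

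The replicate numbers do not pair the arrays: deviations from the group means of arrays with the same number correlated at -0.347, 0.494 and 0.216. With the replicate number as a block, 117 genes passed the adjusted threshold, 94 of them with 1.5-fold, and no named gene changed its call. A block for slide or scan date was not run.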

Differences from the paper's values

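The counts at the study's thresholds lay within 1.5 times of the paper's, and the log2 fold changes compared with Table S1 within the spread of the replicates: 1702 genes against the paper's 1866, 63 against its 59 higher and 40 against its 40 lower, and 11 log2 fold changes. The counts here are from limma with 1 probe per gene, while the paper names Student's t-test. The methods' t-test on linear values counted 1782 genes at an unadjusted p under 0.05. With 1.5-fold as well, 58 were higher and 38 lower in that test. Run on every probe, it counted 2073 probes at an unadjusted p. At its 1/1.5-fold limit Table S1 lists 39 genes matched here as lower. The paper's text names P under 0.05 without an adjustment, while the legend of Fig. 4A labels its axis with adjusted P. The p-values of Table S1 follow the methods' t-test on linear values with no adjustment: 1675 of 1859 matched entries lay within 0.01 (log10) of it. After Benjamini-Hochberg adjustment over 14904 probes, 24 passed that test.

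Where the paper names genes measured by RT-qPCR or western blot in the same lines, the arrays gave the following. The paper has maspin mRNA higher in MB-231-maspin (Supplementary Fig. S5); SERPINB5 had a log2 fold change of -0.40 (adjusted p = 0.546 from limma, no filter). The paper has E-cadherin mRNA lower (Fig. 5B); CDH1 had a log2 fold change of 0.00 (standard error 0.13, adjusted p = 1.00). It has Slug, Twist, Zeb1 and Zeb2 mRNA higher (Fig. 5C); SNAI2 had 0.15 (adjusted p = 0.578), TWIST1 -0.01 (adjusted p = 0.979, no filter), ZEB1 0.25 (adjusted p = 0.255) and ZEB2 -0.03 (adjusted p = 0.947), so the signs of SNAI2 and ZEB1 are the paper's. ZEB1 passed at an unadjusted p (0.0174 from limma), the threshold of the paper's text. Its value was higher on each array labelled MB-231-maspin than on each labelled MB-231-control. N-cadherin mRNA is higher in the paper. The values of CDH2 were 1.03 and 1.37 with 1 blank on the arrays labelled MB-231-control, and 2.33, 2.51 and 2.29 on the others. All lie under the brightest negative control spot of their array, so no fold is given, though their order is the paper's direction. Snail mRNA, unchanged in the paper, had -0.19 for SNAI1 (adjusted p = 0.684, no filter). SNAI1 lay under the brightest negative control spot on every control array and on maspin replicate 3, so this value says little about a change. The paper has vimentin and TGFβ2 higher as proteins; as mRNA, VIM had -0.03 (adjusted p = 0.906) and TGFB2 0.17 (adjusted p = 0.467). SRGN has the paper's direction and passed (adjusted p = 0.0317). EDNRB, which the paper counts among the induced genes of the calcium term, did not pass at an adjusted p (0.177) but did at an unadjusted one (0.00648), the threshold of the paper's text; it passed at an adjusted p only without control replicate 3.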

Other observations

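The tests of the counts of genes in this part, and the choice of LPL and GALNT14, were made only after the results were seen. Several gene lists were shifted downwards on the arrays labelled MB-231-maspin in camera. Luminal breast cancer markers had an adjusted p of 0.0102 (0.705 with an estimated correlation), with AGR2 lower and 14 of 15 not passing; over the list alone 3 were lower and 1 was higher. Interferon-stimulated genes had an adjusted p of 0.00614 (0.705 with an estimated correlation), with the helicase DDX60 (log2 fold change -0.66) and the exonuclease ISG20 (-0.57) lower and 30 of 32 not passing; over the list alone 2 were lower and 1 higher. Genes of the unfolded protein response had 0.00398 (0.705 with an estimated correlation), with the foldase FKBP11 (-0.79) lower and 22 of 23 not passing; over the list alone 6 were lower and 1 higher. Epithelial markers had 0.0222 (0.705 with an estimated correlation, 0.0579 with no filter, 0.271 with a mean above 50 and 0.0860 without maspin replicate 3), with the desmosomal protein PPL (-0.87) lower, 25 of 26 not passing, and 2 lower over the list alone. Leaving out an array ended the calls on DDX60, ISG20, FKBP11 and PPL (adjusted p of 0.141, 0.144, 0.178 and 0.230 without maspin replicate 2) and on AGR2 at its brightest probe. With normexp the log2 fold change was -0.50 for FKBP11 and -0.50 for PPL. With fry, which tests each list by itself, the pregnancy-specific glycoprotein and CEACAM family (adjusted p = 5.81e-04) and MHC class II (adjusted p = 0.0214) passed. Every member of these lists that passed limma had been seen in Table S1, which comes from the same arrays. The fry result is therefore not independent support.

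In lists that were not shifted in camera, single members passed limma. The aldo-keto reductases AKR1C2 and AKR1C3 (-0.75) were lower in a list of NRF2 targets (adjusted p of the list 0.0915), and the hypoxia-induced genes ANGPTL4 (-0.59) and CA9 (-0.59) in a list of hypoxia genes (0.162). EREG was lower among EGF family genes (0.200; median 0.06, mean -0.11), and MMP7 among matrix proteases and inhibitors (0.0727; median 0.01, mean -0.05). IL24 and IL11 were higher and CSF2 (-0.65) lower among NF-κB and inflammatory cytokines (0.0915; median -0.06, mean 0.06), CASP1 was higher among apoptosis genes (0.0816), and PAGE5 (0.78) and PAGE2 (0.65) were higher and SPANXD (-0.53) lower among cancer-testis genes (0.781). No member passed limma or the methods' t-test among mesenchymal markers (list 0.0816; LOX -0.42, FBN1 0.31; 2 higher and 4 lower at an unadjusted p), EMT transcription factors (0.808; TCF3 0.17; 1 higher unadjusted), basal mammary markers (0.162; SFN 0.22; 1 higher and 1 lower unadjusted), the serpin B cluster (0.280; SERPINB8 0.44, SERPINB4 0.16; 1 higher unadjusted), ribosomal proteins (0.0555; RPS23 -0.17, RPS3 -0.10; none unadjusted) and reference genes (0.680; HPRT1 0.19; 1 lower unadjusted). For these lists, passing means after adjustment in either test, and the counts at an unadjusted p are from limma. LOX passed in 5 of 20 alternatives and SERPINB8 in 4 of 19, with a lowest adjusted p of 0.0198 and 0.0360 from limma. With a mean above 50, camera shifted mesenchymal markers (adjusted p = 0.00416), ribosomal proteins (0.0109) and NF-κB and inflammatory cytokines (0.0140) downwards. With no filter it shifted mesenchymal markers (0.0346) downwards and apoptosis genes (0.0471) upwards. Under quantile normalization none of these lists passed (0.143 to 0.621). Without maspin replicate 2, AKR1C3 (0.0662), ANGPTL4 (0.0960), CA9 (0.230), CSF2 (0.192), PAGE5 (0.0623), PAGE2 (0.151) and SPANXD (0.189) did not pass limma. PAGE2, with a control mean of 7.83, did not pass with normexp (log2 fold change 0.18, adjusted p = 0.0883) or log2(value + 10) (0.32, adjusted p = 0.0924) either, in a range of 0.0117 to 0.176. With normexp the log2 fold change was -0.36 for ANGPTL4, -0.31 for CA9 and 0.47 for PAGE5. LPL, a lipoprotein lipase, was blank on control replicate 3 and at 1.13 and 1.07 on the other control arrays, against 11.9, 11.0 and 10.1 on the arrays labelled MB-231-maspin; GALNT14, blank on the same array, had 2.72 and 2.36 against 10.7, 10.0 and 9.37. SMAD3 had -0.24 (0.556), CDKN1A 0.36 (0.121), BAX 0.16 (0.464), CDKN1B 0.08 (0.771), HDAC1 0.05 (0.883), KRT18 -0.18 (0.490), XPO1 0.22 (0.424), LMNB1 0.32 (0.585), HSP90AA1 0.02 (0.944) and GAPDH -0.06 (0.828), each with the adjusted p from limma in brackets, and SNAI1 lay under the minimum of 10.

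Of the 10 splits of the 6 arrays into 3 and 3, 1 called as many genes at an adjusted p under 0.05 as the real split, which was itself (109, highest other 0), and 2 at an unadjusted p (1702, highest other 1964, with control replicates 1 and 3 and maspin replicate 3 on one side); 10 splits are too few for a share under 0.05. The second pattern is the excess of higher over lower genes among the 1599 changes under 1.5-fold at an unadjusted p, 71.9% of them higher. Under quantile normalization the share was 58.7%. This lies between what the scaling of each array to a median of 25 predicts as a cause and what would argue against it. The part of the scaling therefore stays open. The share was 51.0% when only the tested genes were quantile-normalized, an alternative added after the data were seen. It was 52.7% with normexp and quantile normalization, which changes the background as well. Quantile normalization gives the arrays 1 common distribution, which shrinks such an excess whether the scaling or a difference between the lines made it. These shares therefore cannot decide the cause. Another split gave 1936 such changes, more than the real one, which is consistent with a component that arrays of both groups share. Without control replicate 3 the share was 47.5%, and without control replicate 2 it was 85.3%; a difference between the lines stays open as well.

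The last pattern is that ID1 and ID3, target genes of BMP signalling, were lower while INHBA and IL11, genes linked to TGFβ and activin, were higher. Both tests of it were written before the list results were seen, with the 4 genes already seen in Table S1; that the median is weighed against the spread of the members was decided afterwards. A hypothesis is that the BMP targets fell as a set: the 4 other tested members had a median log2 fold change of 0.163, from -0.06 to 0.52 with an SD of 0.238. The bound set against the hypothesis was a median above 0, but the median lies within the spread of so few members, so it may or may not hold. With ID1 and ID3 included, the BMP list had an adjusted p of 0.162 in camera. It was 0.0270 with a mean above 50 and 0.217 under quantile normalization. A rise of TGFβ/SMAD3 targets is a second hypothesis: the 18 other members had a median of 0.162, from -0.21 to 1.32, and the list's adjusted p was 0.705 with an estimated correlation for both lists, so this cannot be told apart from chance either. Leaving out an array ended the call on ID1 (adjusted p = 0.0542 without control replicate 2, and 0.129, 0.113 and 0.120 without maspin replicate 1, 2 and 3) and on ID3 (0.0829 without control replicate 1, and 0.0596, 0.108 and 0.0899 without maspin replicate 1, 2 and 3).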
